# Erk3 deletion drives oxidative adaptations in skeletal muscle

**DOI:** 10.1016/j.molmet.2026.102338

**Published:** 2026-02-24

**Authors:** Angel Loza-Valdes, Carlos Acosta-Gallo, Toufic Kassouf, Andrei Belykh, Małgorzata Stelmach, Dominika Malińska, Katia El Ghoz, Rabih El-Merahbi, Filip Dziaczkowski, Katarzyna Kolczyńska-Matysiak, Grzegorz Sumara

**Keywords:** Skeletal muscle, Erk3, Mk5, Oxidative metabolism, Fiber types, Obesity

## Abstract

**Background:**

Skeletal muscle plays a central role in whole-body energy expenditure and metabolic homeostasis, and improving its mitochondrial function and oxidative fiber profile is considered an effective strategy to counteract diet-induced metabolic impairments, although the molecular regulators of these adaptations are not yet fully understood. Erk3 has been implicated in myotube differentiation and in skeletal muscle adaptations to aerobic exercise; however, its potential role in skeletal muscle during diet-induced metabolic dysfunction remains to be determined.

**Methods:**

In this study, we used mice with striated muscle-specific Erk3 deletion alongside *in vitro* cultured myotubes, integrating metabolic phenotyping, indirect calorimetry, multi-omics profiling, and analyses of muscle morphology and fiber-type composition.

**Results:**

Deletion of Erk3 in striated muscle protected mice from diet-induced obesity, glucose intolerance, and insulin resistance, accompanied by increased energy expenditure and elevated mitochondrial content. In cultured myotubes, silencing Erk3 or its putative interaction partner Mapkapk5 (Mk5) enhanced mitochondrial respiration and mitochondrial abundance, particularly under lipid overload. Global transcriptomic and proteomic analyses in myotubes deficient for either Erk3 or Mk5 revealed largely distinct molecular signatures for both kinases. However, consistent with increased oxidative respiration in the absence of Erk3 or Mk5, markers of oxidative fiber types were elevated while glycolic-fiber-specific proteins were diminished in the absence of one or the other kinase. Consistent with these findings, high-fat diet-fed Erk3-deficient mice showed fewer centrally located nuclei and were protected from the fiber-type remodeling associated with metabolic dysfunction.

**Conclusions:**

Our study demonstrates that Erk3 is a key regulator of skeletal muscle oxidative remodeling and metabolic resilience. The deletion of Erk3 in muscles promotes energy expenditure in the myotubes by enhancing mitochondrial function and shifting fiber identity toward oxidative types. Thus, deletion of this kinase protects against high-fat diet–induced obesity, glucose intolerance, and insulin resistance.

## Highlights

• Muscle-specific Erk3 deletion enhances energy expenditure and protects from diet-induced metabolic dysfunction.
• Erk3 deletion increases mitochondrial function and oxidative fiber identity.
• Erk3 and Mapkapk5 shape muscle metabolic programs through distinct pathways.

## 1 Introduction

Skeletal muscle plays a central role in systemic energy homeostasis. It accounts for ∼40% of body mass in lean individuals and is a major site of resting and exercise-induced energy expenditure [1,2]. Muscle contraction during physical activity markedly increases energy utilization and, together with dietary restriction, represents one of the most effective interventions to prevent obesity and related metabolic diseases [3]. Skeletal muscle derives energy primarily from glycolysis and oxidative metabolism of glucose and fatty acids in mitochondria. The balance between these pathways is shaped by the muscle's contractile activity pattern, its energetic demands, and the underlying distribution of fiber types [4]. Slow-twitch fibers (type I) are mitochondria-rich, fatigue-resistant, and rely primarily on oxidative metabolism of fatty acids, whereas fast-twitch fibers (type II) depend more heavily on glycolysis. Type II fibers include the oxidative–glycolytic IIA subtype and the predominantly glycolytic IIX subtype. Together with intermediate hybrid fibers such as I–IIA and IIA–IIX, these fiber populations form a continuous phenotypic spectrum that underlies the metabolic flexibility of skeletal muscle [5]. In mice, an additional subtype, type IIB, exhibits extremely rapid contraction and almost exclusive reliance on glycolysis; this fiber type is absent in humans. Importantly, most muscles contain a mixture of fiber types, and their composition can shift in response to environmental, physiological, or pathological cues, including exercise, obesity, and insulin resistance [6,7]. Such remodeling affects systemic metabolism and insulin sensitivity, whereas inactivity, obesity, and diabetes promote inflammation, impaired mitochondrial biogenesis and function, and a shift from oxidative to glycolytic fibers. These processes contribute to muscle weakness (dynapenia) may accelerate the development of sarcopenia [6,[8], [9], [10], [11]]. Despite the importance of muscle metabolism for whole-body energy balance, no pharmacological therapies are currently available which would both ameliorate obesity and improve skeletal muscle function.

Extracellular signal-regulated kinase 3 (Erk3, also known as MAPK6) is an atypical member of the MAPK family that undergoes rapid proteasomal degradation unless stabilized by complex formation with MAP kinase-activated protein kinase 5 (Mapkap5, referred here as Mk5) [12]. We recently showed that stabilization of the Erk3-Mk5 complex in adipocytes promotes FOXO1-dependent transcription of adipose triglyceride lipase (ATGL) in response to adrenergic stimulation, thereby enhancing lipolysis. Conversely, Erk3 deletion in adipocytes increased oxygen consumption in white/beige and brown adipocytes, suggesting elevated mitochondrial activity [13]. Erk3 levels increase substantially during the differentiation of C2C12 myocytes into myotubes [14]. Moreover, aerobic exercise training has been shown to reduce its expression in skeletal muscle [15], suggesting that Erk3 may contribute to skeletal muscle adaptation to increased aerobic metabolic demand. Whereas the kinase activity of Mk5 displays sex-dependent regulation in human skeletal muscle, which might lead to differential insulin sensitivity in females and males [16]. In line, recent evidence suggests that blood circulating levels of Mk5, correlate with glucose levels in diabetic patients [17]. Given the central role of skeletal muscle in whole-body energy expenditure, we investigated whether striated muscle-specific Erk3 deletion alters susceptibility to diet-induced obesity and metabolic disturbances. We demonstrate that Erk3 ablation in striated muscle protects mice from high-fat diet (HFD)-induced obesity, glucose intolerance, and insulin resistance, and these effects are associated with increased energy expenditure, enhanced mitochondrial content, and a shift toward oxidative muscle fibers. These findings suggest that targeting Erk3 in skeletal muscle may represent a promising strategy for the development of future therapies against obesity and related metabolic disorders.

## 2 Materials and methods

### 2.1 Mice

For targeted constitutive deletion of Erk3 in striated muscles (Erk3^muscleΔ/Δ^), Erk3^f/f^ [13] mice were crossed with C57BL/6J mice expressing Cre recombinase under the muscle creatine kinase (MCK) promoter [18]. Experiments were performed exclusively in male mice to minimize variability associated with hormonal fluctuations during the estrous cycle. Erk3^f/f^ littermates were used as controls. Mice were held under specific pathogen-free conditions in the animal facility of Nencki Institute of Experimental Biology on a 12:12 light: dark cycle and allowed free access to a standard chow diet or HFD (ResearchDiets, D12331i) and water. HFD was initiated immediately after weaning, at 4 weeks of age. Bodyweight gain of mice was recorded weekly. At the end of the experiment, terminal body composition was assessed by NMR. Subsequently, mice were euthanized for organ dissection. Mouse experiments were approved by the local ethics committee of Warsaw (I Lokalna Komisja Etyczna ds. Doświadczeń na Zwierzętach, reference: 976/2020).

### 2.2 *In vivo* metabolic tests

For glucose tolerance tests, mice were fasted overnight before receiving an intraperitoneal injection of glucose (2 g/kg) after 16 weeks in HFD. Insulin tolerance tests were performed after a 4-hour fast using intraperitoneal administration of human insulin (0.5 U/kg) after 17 weeks in HFD. Blood glucose levels were measured from tail-tip samples using an Accu-Chek glucometer (Roche) immediately prior to injection and at 15, 30, 60, 90, and 120 min thereafter.

### 2.3 Metabolic phenotyping

Indirect calorimetry was performed using a Phenomaster system (TSE Systems). Mice were housed individually and maintained on a controlled 12 h light/12 h dark cycle at an ambient temperature of 22 °C, with ad libitum access to food and water. Prior to data collection, animals were acclimatized to single housing conditions and drinking bottles for at least 48 h. Food and water intake, locomotor activity (assessed by photobeam breaks), oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), energy expenditure (EE), and respiratory exchange rate (RER) were continuously recorded at 10-minute intervals. Measurements were conducted over a period of at least six full, consecutive days. EE and RER were calculated from VO_2_ and VCO_2_ values obtained by indirect calorimetry as described previously [19]. Analyses were performed separately for data collected during the light phase (day), dark phase (night), and during resting conditions. Resting state was defined as 10-minute intervals with locomotor activity below 5 activity counts. For each mouse and condition, the collected measurements of EE, RER, food intake, and locomotor activity were summarized into a single representative value, and each animal was treated as one independent observation.

### 2.4 Cell culture

C2C12 myoblasts were maintained in growth medium (DMEM high glucose) supplemented with 10% fetal bovine serum, 1% penicillin–streptomycin, and 1% L-glutamine at 37 °C and 5% CO_2_. Medium was replaced every two days, and cultures were kept below 70% confluency to prevent premature fusion and preserve the myoblast population. Myogenic differentiation was induced by switching to differentiation medium (DMEM high glucose supplemented with 2% horse serum, 1% L-glutamine, and 1% penicillin–streptomycin). Cells were used for downstream experiments after six days of differentiation, unless stated otherwise. For experiments employing palmitic acid treatment, differentiated myotubes were incubated for 16 h in serum-free medium containing 0.5 mM palmitic acid conjugated to BSA, while control cells were treated with the corresponding BSA vehicle.

### 2.5 Transient transfection with siRNA

Undifferentiated C2C12 myoblasts at full confluence were transfected with siRNAs using DharmaFECT Duo (Dharmacon). siRNAs and transfection reagent were diluted separately in Opti-MEM, mixed, and incubated for 30 min at room temperature before being added directly to the cells in differentiation medium. Reagent amounts were normalized to cell growth area, corresponding to 2.1 μL/cm^2^ DharmaFECT Duo and 1.25 nM/cm^2^ siRNA. All siRNAs were used as SMARTpool reagents (Dharmacon).

### 2.6 Adenovirus infection

Adenoviral infection of C2C12 cells was performed 4 days after initiating differentiation. Cells were transduced with adenoviruses expressing enhanced green fluorescent protein or wild-type Erk3 at a multiplicity of infection of 400. Medium was replaced the following day, and cells were used for experiments 48 h after infection.

### 2.7 Oxygen consumption

Mitochondrial respiration in differentiated C2C12 myotubes was evaluated using the Seahorse XFe96 Analyzer and the XF Cell Mito Stress Test kit (Agilent, 103015-100), following the manufacturer's guidelines. Briefly, before the measurement, cells were incubated for 1 h in Seahorse assay medium. The assay consisted of sequential injections of 2 μM oligomycin, 1 μM FCCP, and 0.75 μM rotenone/antimycin A to probe distinct components of the mitochondrial respiratory chain. Basal respiration was calculated as the oxygen consumption rate (OCR) measured prior to oligomycin injection, corrected for non-mitochondrial respiration determined after rotenone/antimycin A. ATP-linked respiration was calculated as the difference between basal OCR and OCR following oligomycin injection. Maximal respiration was defined as the peak OCR after FCCP injection, corrected for non-mitochondrial respiration, and spare respiratory capacity was calculated as the difference between maximal and basal respiration. After the run, cells were fixed, and total DNA content was quantified using crystal violet staining and used to normalize OCR values across wells.

### 2.8 MitoTracker staining

C2C12 myotubes grown on coverslips were incubated with 100 nM MitoTracker Red dye (Thermo Fisher) diluted in pre-warmed culture medium for 30 min at 37 °C, protected from light. After staining, cells were washed with PBS and fixed with 3.7% paraformaldehyde for 15 min. Nuclei were counterstained with DAPI before mounting with ProLong Gold Antifade. Images were acquired with Microscopes: Upright Olympus VS110; Camera Hamamatsu ORCA Flash4.0 V2 2048 × 2048 pixels, software OLYMPUS VS-ASW and Inverted Leica DMI8, CAMERA LEICA DFC365 FX. Images were analyzed with ImageJ/Fiji.

### 2.9 C2C12 immunostaining

C2C12 myotubes grown on coverslips were fixed with 3.7% paraformaldehyde for 15 min, permeabilized with 1% Triton X-100 in PBS for 10 min, and blocked with 1% goat serum in 0.05% PBS-Tween for 30 min. Cells were incubated overnight at 4 °C with anti-ATP5A1 primary antibody (Thermo Fisher, 459000) diluted in blocking solution, followed by 1 h incubation at room temperature with fluorophore-conjugated donkey secondary antibodies. Nuclei were counterstained with DAPI before mounting with ProLong Gold Antifade. Images were acquired with Microscope: Upright Olympus VS110; Camera Hamamatsu ORCA Flash4.0 V2 2048 × 2048 pixels, software OLYMPUS VS-ASW and Inverted Leica DMI8, CAMERA LEICA DFC365 FX. Images were analyzed with ImageJ/Fiji.

### 2.10 Histological, geometrical, and fiber-type distribution analyses

Tissues were embedded in OCT and rapidly frozen in isopentane cooled with liquid nitrogen. For morphological assessment, 10-μm cryosections were stained with hematoxylin-eosin (H&E) according to the standard procedure. Fiber type distribution was analyzed using the method adapted from Wojton et al. [20]. Briefly, cryosections were incubated overnight at 4 °C with a primary antibody cocktail recognizing MyHC I (DSHB, BA-F8), MyHC IIa (DSHB, SC-71), MyHC IIb (DSHB, BF–F3), and laminin (Merck, L8271). After washing, sections were incubated with a secondary antibody mixture consisting of Alexa Fluor 488 goat anti-mouse IgG1, Alexa Fluor 555 goat anti-mouse IgM, and Alexa Fluor 633 goat anti-mouse IgG2b (Thermo Scientific). Laminin staining was used to quantify muscle fiber geometry, including cross-sectional area, Feret diameter, and minimum Feret diameter. Images were acquired using an Olympus VS110 fluorescent slide scanner equipped with an RGB camera and a 20 × /0.75 NA objective. Fiber-type distribution and fiber geometry were quantified using ImageJ/Fiji.

### 2.11 Western blotting

Total protein was extracted from cells and tissues using RIPA buffer supplemented with protease and phosphatase inhibitor cocktails. Tissues were homogenized with a tissue lyser, whereas cultured cells were scraped and passed through a 26-gauge needle to ensure complete lysis. Lysates were cleared by centrifugation (13,000 rpm, 10 min, 4 °C), and supernatants were collected. Protein concentration was determined using a BCA assay. Equal amounts of protein were mixed with loading dye, heated at 95 °C for 5 min, resolved on 10% SDS–PAGE gels, and transferred onto PVDF membranes (Millipore). Membranes were blocked in 5% skim milk in TBS buffer with 0.1% Tween 20, incubated overnight at 4 °C with primary antibodies, washed, and incubated with HRP-conjugated secondary antibodies. For immunoblotting analyses, the following primary antibodies were used: α-ERK3 (Abcam, ab53277-100), α-MK5 (Abcam, ab93800), α-ATP5A (Abcam, 14748), α-OXPHOS (Abcam, 10413 [MS604-300]), α-FOXO1 (Cell Signaling, 2880S), α-p-FOXO1 (Thr24) (Cell Signaling, 94645), α-FOXO3a (Cell Signaling, 2497s), α-p-FOXO3a (Ser413) (Cell Signaling, 8174S), α-GAPDH (Sigma, G9545), α-MYHC (Bio-Techne, MAB4470), α-desmin (Cell Signaling, 5332T), α-vinculin (Cell Signaling, 13901S), α-MYH4 (DSHB, BF–F3), α-MYH7 (DSHB, BA-D5), α-MYH2, α-(DSHB, SC-71), α-MYH1 (DSHB, 6H1).

### 2.12 RNA-seq analysis

Total RNA was isolated from C2C12 cells using TRIzol (Invitrogen) following the manufacturer's instructions. RNA quality and integrity were evaluated on an Agilent 2100 Bioanalyzer with the RNA 6000 Nano Kit, and only high-quality samples were taken for further analysis. Strand-specific, poly(A)-selected libraries were generated from 500 ng of total RNA using the KAPA Stranded mRNA Sample Preparation Kit. Briefly, mRNA was captured with poly-T–coated magnetic beads, fragmented, and converted into first-strand cDNA. Second-strand synthesis produced double-stranded cDNA, which was subsequently A-tailed and ligated to sequencing adapters (NEB). Adapter uracils were removed with USER enzyme prior to PCR amplification. Library size distribution (∼300 bp) was assessed using the Agilent High Sensitivity DNA kit, and concentrations were measured using the QuantiFluor dsDNA system (Promega). Libraries were sequenced on an Illumina NovaSeq 6000 platform in 2 × 151 bp paired-end mode.

Initial read quality was assessed with FastQC (v0.11.9). Adapter sequences and low-quality bases were removed using cutadapt (v3.4) and TrimGalore (v0.6.7; quality cutoff 25). Cleaned reads were aligned to the mouse reference genome (GRCm39) using STAR (v2.7.9a) with default settings and Ensembl release 105 annotation. Duplicate reads were marked using Picard MarkDuplicates (v2.27.4-SNAPSHOT). MultiQC (v1.13) was used to summarize quality metrics across all samples. Gene-level counts were obtained with featureCounts (v2.0.0), retaining only primary, reversely stranded, paired-end alignments with mapping quality ≥3.

All downstream analyses were performed in R (v4.1.3). Differential expression analysis was conducted with DESeq2 (v1.34) using default parameters. Features with fewer than 10 total counts across all samples were removed prior to model fitting. Differentially expressed genes were defined based on a false discovery rate (FDR, padj) below 0.05 and an absolute fold change greater than 1.3. Functional enrichment of significant genes was carried out using g:Profiler with a focus on Gene Ontology Biological Process (GO:BP) terms.

### 2.13 Proteomic analysis

Protein extracts were processed using the SP3 workflow (PMID: 25358341) implemented on the KingFisher Apex™ system (Thermo Fisher). Proteins were digested with trypsin at a 1:20 enzyme-to-substrate ratio in 50 mM HEPES containing 5 mM TCEP and 20 mM CAA, and the reaction proceeded for 5 h at 37 °C. Up to 10 μg of the resulting peptides were labeled with TMT10plex™ reagents following a previously established protocol (PMID: 24579773). In brief, 0.8 mg of TMT reagent was dissolved in 45 μL of anhydrous acetonitrile, and 4 μL of this solution was added to each sample. After 1 h of incubation at room temperature, the reaction was quenched with 4 μL of 5% hydroxylamine, followed by a 15 min incubation. Labeled peptides were pooled, desalted using an Oasis® HLB μElution Plate (Waters), and concentrated by vacuum centrifugation.

Peptide separation was carried out using the following gradient: 2–8% B in 4 min, 8–28% B over 104 min, 28–40% B in 4 min, 40–80% B in 4 min, and re-equilibration at 2% B for 4 min. Eluted peptides were introduced into an Orbitrap Fusion™ Lumos™ Tribrid™ mass spectrometer (Thermo Fisher Scientific) via a Pico-Tip emitter (360 μm OD × 20 μm ID; 10 μm tip, CoAnn Technologies) with a spray voltage of 2.4 kV. The capillary was maintained at 275 °C. Full MS scans were recorded in profile mode over *m*/*z* 375–1500 at 120,000 resolution (*m*/*z* 200). The maximum injection time was 50 ms and the AGC target was set to “standard.” Data-dependent acquisition was employed, and MS/MS spectra were collected in the Orbitrap at 30,000 resolution with a 94 ms maximum injection time and an AGC target of 200%. Fragmentation was achieved via HCD with 36% normalized collision energy. The quadrupole isolation width was 0.7 *m*/*z*, dynamic exclusion was set to 60 s, and precursor charge states 2–7 were selected for fragmentation. Raw MS data were converted to mzML format using ProteoWizard MSConvert with peak picking enabled, 64-bit encoding, zlib compression, and retention of the 1000 most intense peaks. Database searches were carried out in MSFragger through FragPipe (18.0-build13) against the FASTA database UP000000589_MusMusculus_C57BL_ID10090_21968entries_27102022_dl11012023, supplemented with common contaminants and decoy sequences. Carbamidomethylation of cysteine and TMT modification of lysine were set as fixed modifications, whereas methionine oxidation, protein N-terminal acetylation, and TMT at peptide N-termini were included as variable modifications. Mass tolerances were set to 20 ppm for both MS1 and MS2 scans. Trypsin specificity was enforced, allowing up to two missed cleavages, and peptides shorter than seven amino acids were excluded. The false discovery rate was controlled at 1% for both peptides and proteins.

For downstream proteomic analyses, protein.tsv output files from FragPipe were processed in R (ISBN 3-900051-07-0). Contaminants and decoy entries were removed, and only proteins quantified by at least two razor peptides were retained, yielding 1447 high-confidence proteins. To mitigate technical variation, batch effects were corrected on log2-transformed TMT reporter intensities using the ‘removeBatchEffect’ function from the limma package (PMID: 25605792), followed by variance stabilization normalization using ‘normalizeVSN’ (PMID: 12169536). Differential abundance analysis was performed with limma's moderated t-tests, incorporating replicate structure into the design matrix. P-values and FDRs (padj) were obtained using the ‘fdrtool’ package (PMID: 18441000). Proteins were considered significantly altered if they exhibited an FDR <0.05 and an absolute fold change >1.3.

### 2.14 Statistical analysis of non-omics experiments

Data are presented as mean ± standard error of the mean (SEM). Statistical significance was assessed using two-tailed Student's t-tests for comparisons between two groups, or one-way/two-way analysis of variance (ANOVA) followed by Tukey's post hoc test for multiple comparisons. A p-value of <0.05 was considered statistically significant (∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001).

## 3 Results

### 3.1 Striated muscle-specific Erk3 ablation protects against diet-induced obesity and glucose intolerance

Our previous studies demonstrated that targeted deletion of Erk3 in mouse adipocytes enhances energy expenditure, leading to a lean phenotype and improved glucose homeostasis [13]. Since skeletal muscles are major contributors to whole-body energy expenditure, we investigated whether striated muscle-specific deletion of Erk3 affects diet-induced weight gain and systemic metabolism. To this end, we utilized mice with Erk3 constitutive knockout driven by the MCK-Cre promoter (Erk3^muscleΔ/Δ^), resulting in ablation of this kinase in both skeletal muscle and heart tissue (Fig. S1A–D). Mice were fed a high-fat diet (HFD) for 18 weeks. Starting from week 8 of HFD feeding, Erk3^muscleΔ/Δ^ mice exhibited significantly reduced body weight gain compared to control littermates (Fig. 1A). This reduction in body mass was mainly attributable to decreased fat mass and a near-significant trend toward lower lean mass (Fig. 1B). Erk3^muscleΔ/Δ^ mice displayed markedly lower weights of white adipose tissue (subcutaneous and epididymal) as well as brown adipose tissue, while the weights of the quadriceps, tibialis anterior (TA), extensor digitorum longus (EDL), and heart were unchanged (Fig. 1C–D). As expected, HFD feeding in control mice led to increased adiposity accompanied by impaired glucose utilization and insulin resistance. Strikingly, Erk3^muscleΔ/Δ^ mice were protected from these metabolic disturbances: glucose tolerance tests and insulin tolerance tests revealed significantly improved glucose tolerance and insulin sensitivity in parallel with reduced adiposity (Fig. 1E–I). Notably, Erk3^muscleΔ/Δ^ mice maintained on a standard chow diet showed no significant alterations in body composition, organ weights, or glucose tolerance in either adult or aged cohorts (Fig. S1E-N). Together, these results demonstrate that striated muscle-specific Erk3 ablation protects against diet-induced obesity and associated defects in glucose homeostasis.

**Figure 1:**
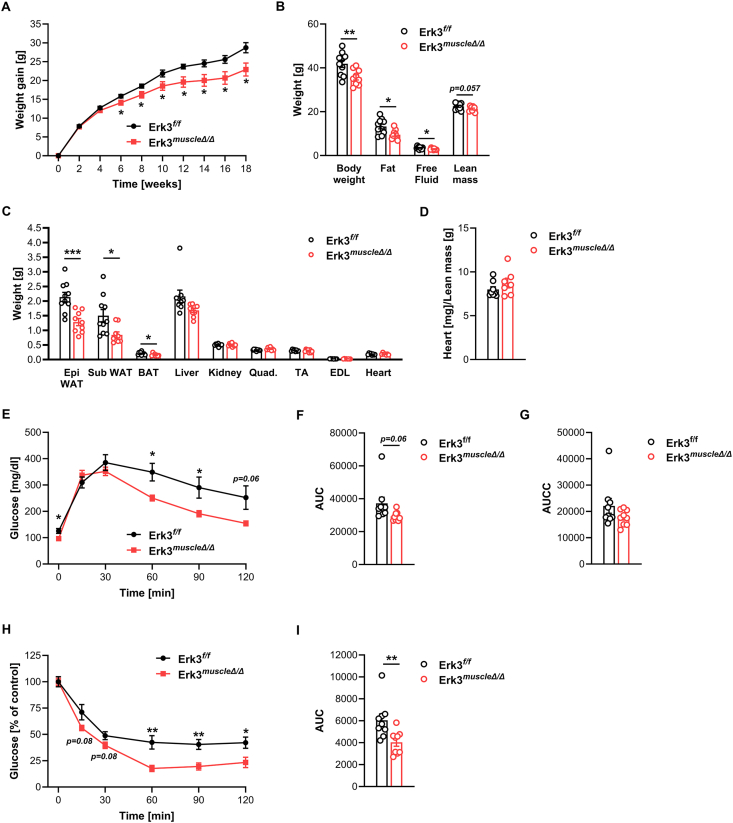
**Striated muscle-specific Erk3 ablation protects against diet-induced obesity and glucose intolerance.** Body weight gain (A), body composition (B), organ and tissue weight (C,D), glucose tolerance test (E–G), and insulin tolerance test (H,I) in Erk3^muscleΔ/Δ^ mice and control littermates after 18 weeks of HFD feeding (from 4 to 22 weeks of age). Erk3^muscleΔ/Δ^, n = 10 (A–C), n = 8 (D) or n = 9 (E–I). Erk3^f/f^, n = 9 (A-C, E-I) or n = 7 (D). AUC - total area under the curve, AUCC - incremental area under the curve. Each n represents a sample from distinct mice. Data presented as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Unpaired two-tailed Student's t-test.

### 3.2 Erk3 ablation in skeletal muscle leads to increased energy expenditure and enhanced mitochondrial content

Increased adiposity results from a sustained positive energy balance, where caloric intake chronically exceeds energy expenditure. To determine whether Erk3 ablation in striated muscle influences whole-body energy expenditure, we performed indirect calorimetry in HFD-fed Erk3^muscleΔ/Δ^ mice. Unadjusted energy expenditure showed a strong trend toward higher values in HFD-fed Erk3^muscleΔ/Δ^ mice during night, but not day. Interestingly the trend towards elevated energy expenditure was also observed during the resting state (Fig. 2A, S2A-B). In relation to lean mass, mice deficient for Erk3 in muscle presented significantly elevated energy expenditure during the dark phase, and a trend during the day and resting stage (Fig. 2B, S2C-D). The trend towards increased energy dissipation by Erk3^muscleΔ/Δ^ mice was associated with the tendency for increased utilization of carbohydrates as a fuel, as indicated by increased respiratory exchange ratio primarily during night but not during the day and the resting state (Fig. 2C, S2E-F). However, food intake and locomotor activity was not affected by Erk3 deletion (Fig. 2D–E), suggesting an intrinsic alteration in skeletal muscle energy metabolism.

**Figure 2:**
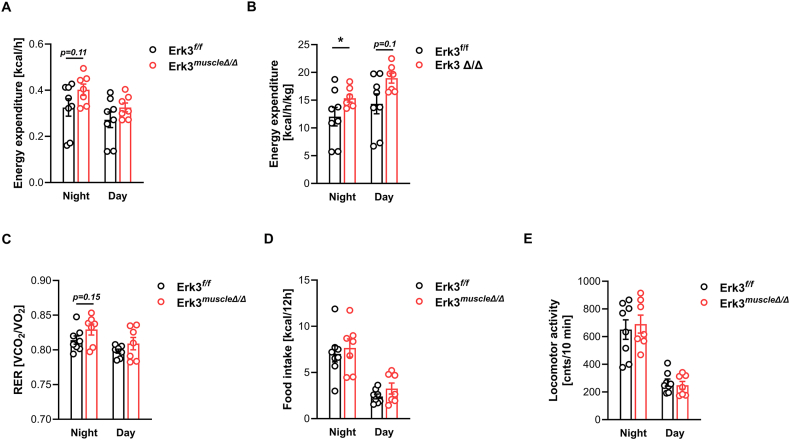
**Erk3 ablation in skeletal muscle increases energy expenditure in mice**. Unnormalized (A) and lean mass-normalized (B) energy expenditure, respiratory exchange ratio (C), food intake (D), and voluntary locomotor activity (E) in Erk3^muscleΔ/Δ^ mice (n = 7) and control littermates Erk3^f/f^ (n = 8) after 18 weeks of HFD feeding (from 4 to 22 weeks of age). RER - respiratory exchange ratio, cnts - counts. Each n represents a sample from distinct mice. Data presented as mean ± SEM. ∗p < 0.05. Unpaired two-tailed Student's t-test.

We previously reported that Erk3 forms a complex with Mk5 in adipocytes, which stabilizes both kinases and prevents their degradation [13]. To further dissect this pathway, we analyzed the effects of Erk3 or Mk5 silencing in C2C12 myotubes. Silencing of Mk5 reduced Erk3 protein levels, whereas silencing of Erk3 resulted in a non-significant trend toward reduced Mk5 protein abundance in C2C12 cells (Fig. 3A–B). To investigate whether changes in mitochondrial function might underlie the observed phenotype in Erk3^muscleΔ/Δ^ mice, we performed Seahorse analysis of mitochondrial respiration rate. Interestingly, silencing of Erk3 alone did not alter the oxygen consumption rate (OCR), while Mk5 silencing significantly increased basal respiration, spare respiratory capacity, and ATP production-related respiration (Fig. 3C–F). However, when cells were additionally challenged with palmitic acid to mimic lipid overload, silencing of Erk3, similarly to silencing of Mk5, increased basal OCR, spare respiration, and ATP production (Fig. 3G–J). These findings indicate that under lipotoxic stress, disruption of the Erk3-Mk5 axis enhances mitochondrial activity, which may explain the phenotype observed *in vivo* under HFD conditions. Moreover, they suggest that Mk5 may regulate skeletal muscle metabolism independently of Erk3. Consistent with this, overexpression of Erk3 in C2C12 myotubes reduced basal OCR, spare respiratory capacity, and ATP production compared to control cells (Fig. 3K-N), supporting the concept that Erk3 regulates mitochondrial activity.

**Figure 3:**
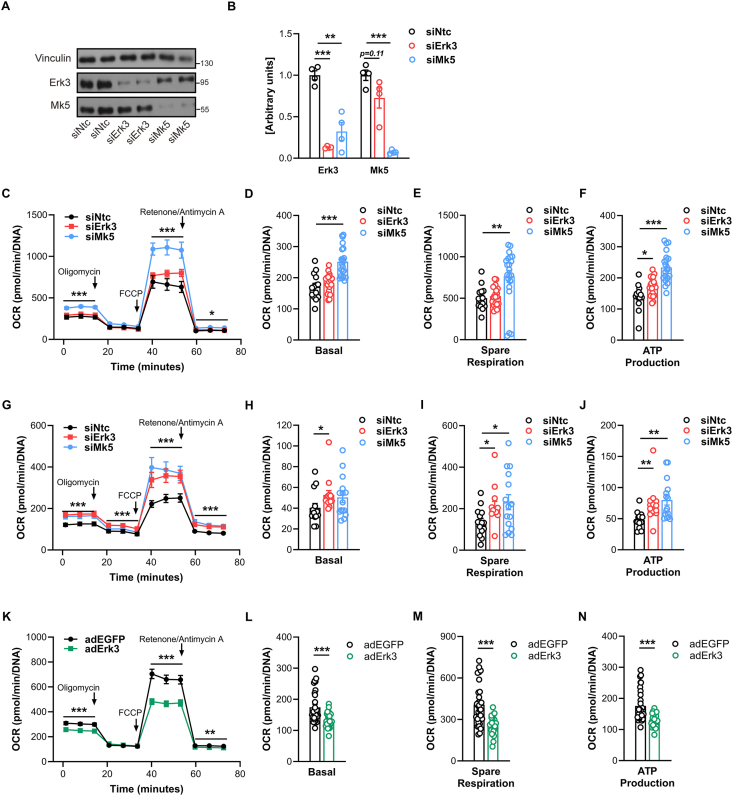
**Erk3 and Mk silencing alters mitochondrial respiration in C2C12 cells.** Representative immunoblots (A) with quantification (B) of indicated proteins in differentiated C2C12 cells after silencing of Erk3 or Mk5 genes. Seahorse analysis of mitochondrial respiration rate (C,G,K), basal (D,H,L) and spare respiration level (E,I,M), ATP production (F,J,N) in C2C12 cells following Erk3 (siErk3), Mk5 (siMk5) silencing under basal condition (C–F) or after 16h treatment of 0.5 mM palmitic acid (G–J), or following overexpression of Erk3 (adErk3) or EGFP (adEGFP) under basal condition (K–N). siNtc (non-targeting control), n = 4 (A–B), n = 14 (C–F), n = 16 (G–J). siErk3, n = 4 (A–B), n = 21 (C–F), n = 14 (G–J). siMk5, n = 4 (A–B), n = 21 (C–F), n = 15 (G–J). adEGFP, n = 30 (K–N). adErk3, n = 27 (K–N). Data presented as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Unpaired two-tailed Student's t-test.

To further characterize the increase in mitochondrial function, we performed MitoTracker and ATP5 staining to quantify mitochondrial abundance in C2C12 cells. Silencing of either Erk3 or Mk5 increased mitochondrial membrane potential (Fig. 4A,B) and mitochondrial content (Fig. 4C,D). In line with these findings, mitochondrial OXPHOS complex I–V were elevated in EDL, a glycolytic, fast-twitch muscle from Erk3^muscleΔ/Δ^ mice compared to controls. This trend reach significance for the marker of complex III in EDL of the mice deficient for Erk3 (Fig. 4E,F). In contrast, the quadriceps muscle, which contains mixed fiber types, displayed a similar upward trend that did not reach statistical significance (Fig. 4G,H), while no changes were observed in the oxidative soleus muscle (Fig. 4I,J). These results indicate that Erk3 ablation preferentially affects mitochondrial protein content in fast-twitch skeletal muscle.

**Figure 4:**
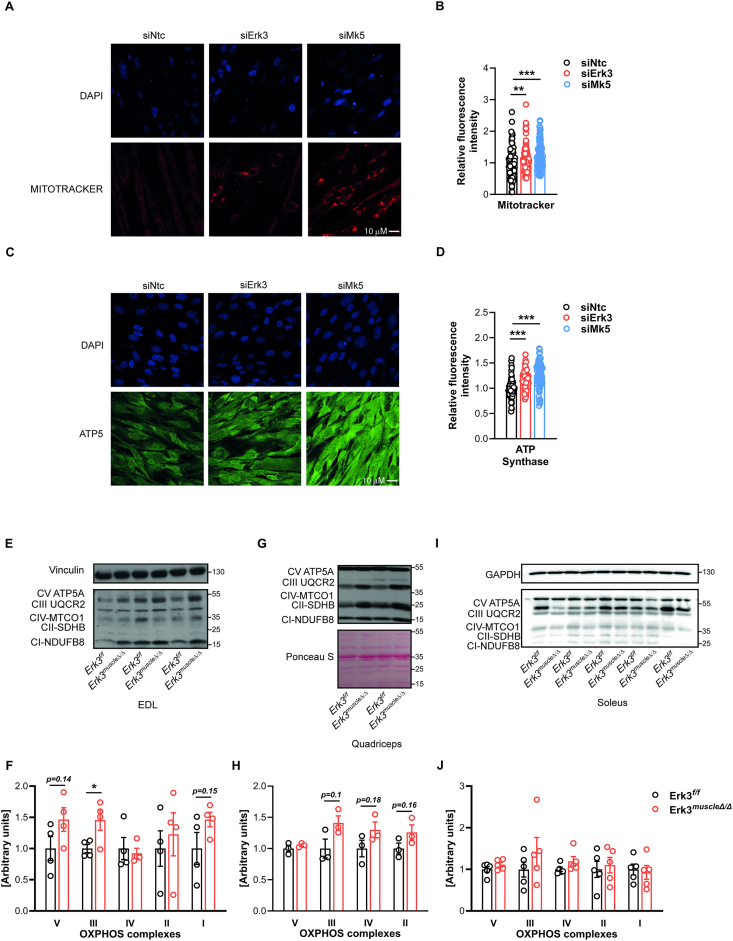
**Erk3 ablation enhances mitochondrial content in skeletal muscle**. Representative microscopy pictures (A,C) and quantification of relative fluorescence intensity (B,D) of C2C12 myotubes after Erk3 (siErk3) or Mk5 (siMk5) silencing, followed by MitoTracker Red staining (A,B) or ATP synthase (C,D). Representative immunoblots (E,G,I) and quantification (F,H,J) of OXPHOS complex protein content in extensor digitorum longus muscle (EDL) (E–F), quadriceps (G–H), and soleus (I–J) muscle from Erk3^muscleΔ/Δ^ mice and control littermates Erk3^f/f^ after 18 weeks of HFD feeding (from 4 to 22 weeks of age). siNtc (non-targeting control), n = 137 (A–B), n = 66 (C–D). siErk3, n = 137 (A–B), n = 65 (C–D). siMk5, n = 106 (A–B), n = 70 (C–D). EDL, n = 4. Quadriceps, n = 3. Soleus, n = 5. Each n represents randomly selected image (A–D) or different animal (E–J). Data presented as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Unpaired two-tailed Student's t-test.

### 3.3 Erk3 ablation in skeletal muscle promotes a shift toward oxidative muscle fibers

In our previous work, we showed that in adipocytes, the Erk3-Mk5 pathway promotes nuclear translocation of FOXO1, a transcription factor that plays a central role in energy homeostasis, including the regulation of insulin signaling and glucose metabolism [13]. However, in skeletal muscle of HFD-fed Erk3^muscleΔ/Δ^ mice, total FOXO1 protein levels, as well as levels of its phosphorylated form (Thr24), were unchanged (Fig. S3A and B). Alongside FOXO1, FOXO3 is highly expressed in skeletal muscle, where it regulates autophagy and mitophagy. Similarly, both total FOXO3 protein levels and its phosphorylated form (Ser413) remained unaltered in HFD-fed Erk3^muscleΔ/Δ^ mice (Fig. S3A and B). Together, these results suggest that Erk3 does not modulate skeletal muscle metabolism through either FOXO1 or FOXO3. Thus, to investigate the molecular basis underlying the protective effect of striated muscle-specific Erk3 ablation, we performed transcriptomic and proteomic profiling of C2C12 myotubes under palmitic acid challenge or control conditions (bovine serum albumin, BSA) following Erk3 or Mk5 silencing. 

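For the transcriptomic profiling, C2C12 cells, an established line of mouse myoblasts that fuse into myotubes in low-serum medium, were transfected with non-targeting siRNA (siNtc) or with pools of siRNAs against Erk3 (siErk3) or Mk5 (siMk5), differentiated for 6 days, and kept for 16 h in serum-free medium with BSA or with 0.5 mM palmitic acid (PA) bound to BSA. Each of the 6 groups has 3 libraries, 18 in all, numbered 1 to 3 within their group. They come from one cell line, so the spread between them is not that between animals. Whether the libraries of a group are separate cultures is not stated. RNA was sequenced as stranded read pairs, and the authors deposited the number of read pairs that featureCounts assigned to each of 55414 genes, without normalization. According to the methods, reads were trimmed, aligned to GRCm39 with STAR, and counted on the reverse strand from primary alignments with a mapping quality of at least 3. This mapping quality still admits read pairs that fit 2 places in the genome, so counts of near-identical genes, such as members of the myosin heavy chain, Oas, Ifit and Gbp families, can contain pairs from a relative. Duplicates were marked but not removed. The total count per library lay between 13041979 and 28496727, with a median of 22417470. It was 13041979 to 23615343 (median 20651004) in siNtc BSA, 22416722 to 26995675 (median 22431247) in siErk3 BSA, and 19890880 to 23383590 (median 21192878) in siMk5 BSA. With PA it was 20616411 to 22636931 (median 22611551) in siNtc, 20737548 to 28496727 (median 23225146) in siErk3, and 19782395 to 22418219 (median 20809050) in siMk5. The share of counts on the 18S ribosomal RNA gene Rn18s-rs5, which reflects how completely ribosomal RNA was removed, ranged from 1.5% to 12.87% and was highest in the siMk5 BSA libraries (8.39% to 12.87%, against 2.56% to 7.17% in siNtc BSA). No pair of replicates differed by as little as sampling noise, so all 18 libraries were kept as separate samples. For the values given here, the 21772 genes with at least 10 counts in total were normalized by edgeR's TMM method and fitted in one model with a coefficient for each group, and differences were tested by the quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). As in the methods, a gene counted as changed with an FDR below 0.05 and an absolute fold change above 1.3. The methods used DESeq2 with these same criteria. Because the libraries share replicate numbers, each comparison was also fitted with the replicate number as a block. The deviations of same-numbered libraries from their group means correlated at a mean r of -0.01 over all pairs of groups (across 11587 well-expressed genes, which are not independent of each other), but single pairs of libraries ran from -0.51 to 0.44. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, and 10% of genes have groups that do not overlap by chance.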

In the RNA-seq dataset, Erk3 expression was significantly reduced upon siErk3 treatment under both conditions, confirming effective silencing at the transcription level (Fig. 5A,C). 

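Erk3 is encoded by Mapk6 (ENSMUSG00000042688), which lies on chromosome 9 of GRCm39 from 75276344 to 75317287 and was the gene with the smallest adjusted p-value in siErk3 BSA. In BSA, its TMM-normalized level was 57.4 ± 2.64 CPM (read pairs scaled to the library size) (SD, n = 3) with siErk3 and 132.3 ± 3.18 (SD, n = 3) with siNtc, a log2 fold change of -1.2 (standard error 0.06, FDR = 1.77e-14 from edgeR's quasi-likelihood test). In PA, where the control level was higher, it was 119.9 ± 11.4 CPM (SD, n = 3) with siErk3 and 231.8 ± 14.7 (SD, n = 3) with siNtc, a log2 fold change of -0.95 (standard error 0.06, edgeR FDR = 1.21e-12). All 3 siErk3 libraries lay below all 3 siNtc libraries in each medium (two-sided exact permutation test, p = 0.1 in each, the smallest p that 3 against 3 allow). With each library left out in turn, the log2 fold change of Mapk6 stayed between -1.23 and -1.17 in BSA and between -1.02 and -0.88 in PA, and with the replicate number as a block it was -1.21 and -0.95. siMk5 left Mapk6 within the replicate spread, with log2 fold changes of 0.04 in BSA (edgeR FDR = 0.926) and -0.03 in PA (edgeR FDR = 0.983).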

Mk5 silencing produced a consistent downward trend in Mk5 mRNA levels, although this decrease did not meet the predefined FDR threshold. 

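Mk5 is encoded by Mapkapk5 (ENSMUSG00000029454), on chromosome 5 from 121663101 to 121683968. It was counted at a low level, so its standard errors are larger than those of Mapk6. Of its 3195 exonic bases in the annotation used for counting, 1801 (56.4%) also lie in exons of Gm42878, a readthrough gene on the same strand, and featureCounts as run by the authors assigned read pairs that overlap exons of both to neither. The level of Mapkapk5 therefore comes mainly from the rest of the gene. In BSA, Mapkapk5 had 1.63 ± 0.422 TMM-normalized CPM (SD, n = 3) with siMk5 and 2.46 ± 0.126 (SD, n = 3) with siNtc, a log2 fold change of -0.61 (standard error 0.21, unadjusted p = 0.0064 and FDR = 0.469 from edgeR's quasi-likelihood test). In PA it had 2.31 ± 0.131 CPM (SD, n = 3) with siMk5 and 3.24 ± 0.702 (SD, n = 3) with siNtc, a log2 fold change of -0.49 (standard error 0.18, unadjusted p = 0.0117 and edgeR FDR = 0.469). Every siMk5 library lay below every siNtc library of its medium (exact permutation test, two-sided, p = 0.1 for BSA and for PA). Over the fits that each left out one library, the log2 fold change ranged from -0.80 to -0.41 in BSA and from -0.64 to -0.32 in PA. The replicate block gave -0.60 and -0.48, with edgeR FDR values of 0.522 and 0.516. After siErk3, Mapkapk5 changed by -0.22 in BSA (edgeR FDR = 0.75) and by -0.07 in PA (edgeR FDR = 0.959) on the log2 scale. Gm42878, singled out after its values were seen, changed with siMk5 by -0.63 in BSA (edgeR FDR = 0.64) and by 0.05 in PA (edgeR FDR = 1).

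**Figure D1:**
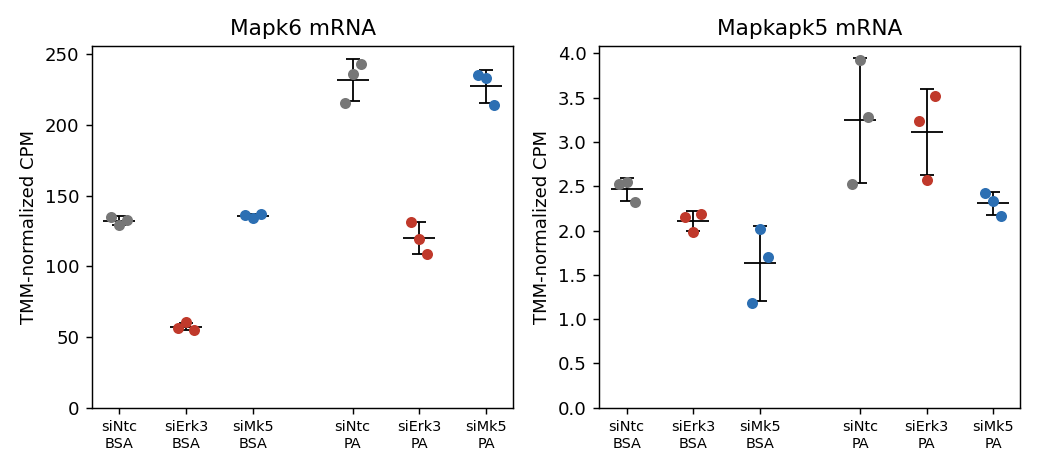
TMM-normalized CPM of Mapk6 (left) and Mapkapk5 (right) in each group. Points are the 3 libraries of a group, horizontal bars the means and vertical bars the SD. The siErk3 libraries fall to a mean of 57.4 for Mapk6 in BSA against 132.3 with siNtc, while for Mapkapk5 the siMk5 libraries lie below the siNtc libraries with a smaller gap.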

In the proteomic dataset, neither ERK3 nor MK5 was detected. Efficient silencing of both targets for these experiments was independently validated by Western blot analysis, confirming that the transcriptional and proteomic analyses were performed after verified Erk3/Mk5 silencing (Fig. 3A,B). Importantly, the levels of differentiation markers did not differ significantly following gene silencing, indicating that cells from all groups were differentiated to a comparable extent prior to sample collection (Fig. S3C–D).

**Figure 5:**
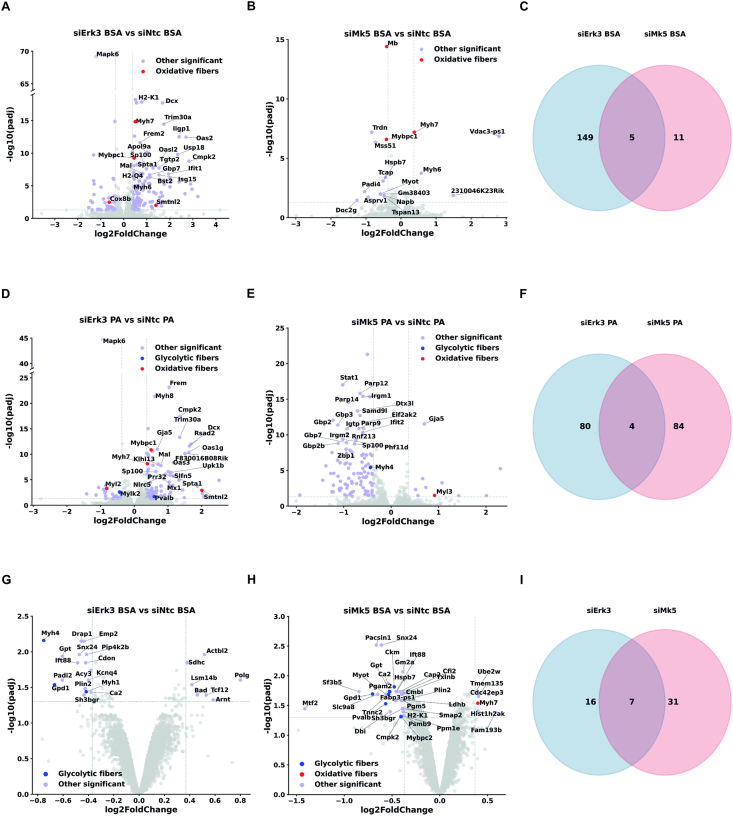
**Erk3 and Mk5 silencing alters gene and protein expression in C2C12 myotubes.** Transcriptomic (A–F) and proteomic (G–I) analyses of C2C12 cells after Erk3 (siErk3) (A, C, D, G) or Mk5 (siMk5) (B, C, E, H) silencing under BSA (A–C, G–I) or 0.5 mM palmitic acid (PA) (D–F) treatment for 16 h, presented as volcano plots (A, B, D, E, G, H) and Venn diagrams (C, F, I) illustrating shared and distinct sets of up- and down-regulated genes/proteins regulated by Erk3 and Mk5, with directionally concordant functional shifts. For transcriptomic datasets, only genes characteristic of oxidative or glycolytic fiber types, along with 20 additional genes with the highest -log10 (padj) value, are labeled. For proteomic datasets, all proteins meeting significance criteria (padj< 0.05 and |log_2_ fold change| ≥ 0.37) are annotated.

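The comparisons behind Fig. 5A to F were recomputed from the deposited counts. In BSA, siErk3 changed 171 of the 21772 tested genes, of which 128 rose and 43 fell, the 18S ribosomal RNA gene Rn18s-rs5 among the latter. siMk5 changed 14 genes, 3 of which rose and 11 fell. In PA, siErk3 changed 121 genes, with 94 higher and 27 lower, and siMk5 changed 119 genes, with 12 higher and 107 lower. In the order given, silenced libraries did not overlap the controls for 168, 14, 117 and 118 of the changed genes. Lack of overlap in a gene that passed is therefore no separate support. Fitting the replicate number as a block gave 171, 18, 123 and 121 genes. The deviations of same-numbered libraries correlated at r = -0.02 for siErk3 BSA, 0.08 for siMk5 BSA, -0.34 for siErk3 PA and -0.23 for siMk5 PA. With DESeq2 in its default form, as in the methods, 158, 17, 110 and 111 genes passed the same criteria, and 148, 14, 101 and 108 of them were also found by edgeR. The choice that moved the siErk3 BSA count most was dropping the fold change criterion, which gave 263 genes. The siMk5 BSA count was 34 with only the libraries of the groups compared and 6 to 31 with one library left out. With the 18S share of each library as a covariate, added after the data were seen, 7 of the 14 siMk5 BSA genes still passed. For siErk3 BSA it was 104 of the 171. Compared directly, siErk3 and siMk5 libraries differed in 128 genes in BSA (105 of them higher with siErk3) and in 224 genes in PA (186 of them higher with siErk3). With the replicate block these were 130 and 224 genes, and same-numbered libraries correlated at -0.03 and 0.27.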

To gain insight into the biological programs affected by Erk3 and Mk5 loss, we conducted Gene Ontology Biological Process (GO:BP) enrichment analysis using g:Profiler. 

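Annotations to GO terms were not used here, so the data on the contractile apparatus are given for 61 muscle genes in 3 lists that were written before the data were examined: 19 oxidative fiber genes, 24 glycolytic fiber genes and 18 genes of myogenic differentiation. The lists hold the genes coloured by fiber type in Fig. 5, which were selected from these same libraries. Among the genes changed by siErk3 in BSA, 6 of the 128 that rose and 1 of the 43 that fell were on these lists. For siMk5 in BSA it was 1 of the 3 that rose and 2 of the 11 that fell. In PA, 6 of the 94 genes raised and 2 of the 27 lowered by siErk3 were on the lists, and 1 of the 12 raised and 1 of the 107 lowered by siMk5. Adjusting over the 61 genes alone rather than over all genes tested gave 6 higher and 2 lower for siErk3 BSA, 2 and 5 for siMk5 BSA, 6 and 2 for siErk3 PA, and 1 and 2 for siMk5 PA. The perinatal myosin heavy chain gene Myh8 (chromosome 11, 67167950 to 67199460) rose with siErk3 from 341.8 ± 11.9 to 505.3 ± 47.3 TMM-normalized CPM in BSA (SD, n = 3 each, log2 fold change 0.57, standard error 0.05, edgeR FDR = 1.25e-07) and from 240.5 ± 5.09 to 365.5 ± 21.1 in PA (SD, n = 3 each, log2 fold change 0.60, edgeR FDR = 2.27e-08). Myh8 lies in the cluster of near-identical skeletal myosin genes, so part of its counts is uncertain. Trdn, which is labeled in Fig. 5B, is on none of the lists and encodes the sarcoplasmic reticulum protein triadin (chromosome 10, 32956550 to 33352705), fell with siMk5 in BSA from 18.3 ± 2.47 to 10.2 ± 2.26 CPM (SD, n = 3 each, log2 fold change -0.82, standard error 0.11, edgeR FDR = 0.000131). With the replicate number as a block, the log2 fold changes were 0.56 and 0.60 for Myh8 and -0.83 for Trdn. The deviations of same-numbered libraries correlated at -0.02 and -0.34 in the siErk3 comparisons of BSA and PA and at 0.08 in siMk5 BSA. Across the fits that each left out one library, Myh8 stayed between 0.49 and 0.61 in BSA and between 0.56 and 0.65 in PA, and Trdn between -0.96 and -0.66. For Trdn, the higher 18S share of the siMk5 BSA libraries could not be told apart from the effect of siMk5.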

GO enrichment of transcriptomic datasets indicated that silencing of Erk3 and Mk5 influenced processes related to the contractile apparatus, including myosin filament organization, sarcomere assembly, and regulation of muscle contraction (Fig. S4A). Beyond muscle-specific pathways, Erk3 depletion also impacted broader regulatory programs, including mainly processes linked to immune or stress responses. 

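The immune response in cells transfected with siErk3 was measured with a list of 51 interferon-stimulated genes, which are switched on in cells that sense viral nucleic acid or interferon. Each target was silenced with a single siRNA pool. Loss of the kinase therefore cannot be told apart from an effect of the siRNA itself. In BSA, 50 of the 51 genes were higher with siErk3 than with siNtc, with a median log2 fold change of 1.00, and the list stood apart from the other genes (camera FDR = 3.53e-160 over 20 list tests, from a test that assumes a correlation of 0.01 between genes). The rotation test fry, which estimates that correlation from the libraries, gave an FDR of 0.00051 for the same median. Of the 128 genes that rose, 38 (29.7%) were on the list, and 42 of the 51 passed when adjusted over the list alone. In PA, 49 of the 51 genes were higher with siErk3, with a median log2 fold change of 0.33 (camera FDR = 1.59e-81, fry FDR = 0.0101), and 19 of the 94 raised genes were list members, or 21 when adjusted over the list alone. With the replicate block the medians were 0.97 (camera FDR = 9.41e-166) and 0.33 (camera FDR = 1.57e-86), where same-numbered libraries correlated at -0.02 in BSA and -0.34 in PA. Over the fits that left out one library each, the median lay between 0.78 and 1.17 in BSA and between 0.26 and 0.37 in PA. Among single genes in BSA, H2-K1 (chromosome 17, 34214991 to 34219321), which encodes a class I histocompatibility antigen, rose from 65.7 ± 7.53 to 114.1 ± 6.89 TMM-normalized CPM (SD, n = 3 each, log2 fold change 0.79, standard error 0.07, edgeR FDR = 7.52e-08). Isg15 (chromosome 4, 156283912 to 156285253) rose from 2.82 ± 0.132 to 8.22 ± 2.96 CPM (SD, n = 3 each, log2 fold change 1.52, edgeR FDR = 9.92e-05), and Oas2 (chromosome 5, 120868398 to 120887918), one of a gene family whose members can share reads, from 2.00 ± 0.781 to 13.3 ± 5.66 (SD, n = 3 each, log2 fold change 2.67, edgeR FDR = 6.97e-07). In PA, Rsad2 (chromosome 12, 26492745 to 26506451), which shared the smallest adjusted p-value of the siErk3 comparison with Mapk6, rose from 32.6 ± 4.28 to 101.3 ± 5.24 CPM (SD, n = 3 each, log2 fold change 1.64, standard error 0.10, edgeR FDR = 1.21e-12).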

By comparison, Mk5 depletion predominantly enriched immune-related pathways, including antiviral defense responses, reactions to external biotic stimuli, and phosphatidylinositol-bisphosphate metabolic processes. 

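After Mk5 silencing, the same list of 51 interferon-stimulated genes moved downward, and it did so in PA. Here too, loss of the kinase cannot be told apart from an effect of the siRNA pool. In siMk5 PA all 51 genes were lower than in siNtc PA, with a median log2 fold change of -0.92 (camera FDR = 3.15e-303, fry FDR = 0.000139), and 48 of the 107 genes that fell (44.9%) were on the list. Adjusted over the list alone, 49 of the 51 passed. In BSA the median was 0.01, with 27 genes above and 24 below 0 (camera FDR = 0.571), and no list member passed both criteria, while 1 of the 51 had an unadjusted p-value under 0.05. The replicate block gave medians of -0.91 in PA and -0.01 in BSA (camera FDR = 0.474 in BSA), where same-numbered libraries correlated at -0.23 and 0.08. Leaving out one library at a time kept the median between -0.96 and -0.79 in PA and between -0.12 and 0.07 in BSA, where the list passed as lower without siNtc replicate 3 (camera FDR = 0.0361) and without siMk5 replicate 3 (camera FDR = 0.0422). The mean log2 CPM of the list were 5.27, 5.08 and 5.25 in the 3 siNtc PA libraries, 5.59, 5.69 and 5.71 with siErk3, and 4.49, 4.13 and 4.42 with siMk5. Among single genes in PA, Parp14 (chromosome 16, 35653244 to 35691914) fell with siMk5 from 90.7 ± 8.89 to 48.9 ± 7.29 TMM-normalized CPM (SD, n = 3 each, log2 fold change -0.89, edgeR FDR = 1.12e-07). Rsad2, which siErk3 raised in PA, fell with siMk5 to 21.7 ± 3.92 CPM (SD, n = 3, log2 fold change -0.58, standard error 0.11, edgeR FDR = 0.00172). With DESeq2 its change of -0.59 did not pass (DESeq2 FDR = 0.204). Genes of phosphatidylinositol-bisphosphate metabolism were not analysed here.

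**Figure D2:**
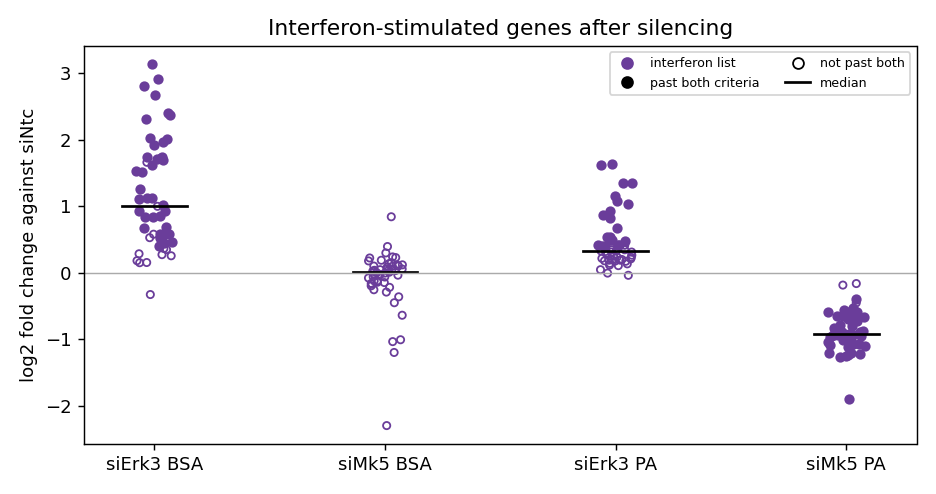
Log2 fold change against siNtc of each of the 51 interferon-stimulated genes (vertical axis) in the 4 silencing comparisons (horizontal axis). Filled points passed an FDR of 0.05 and a 1.3-fold change, open points did not, and bars are the list medians of 1.00, 0.01, 0.33 and -0.92 from left to right.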

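Of the genes typical of oxidative and of glycolytic fibers, the 2 lists were tested as wholes. In siErk3 BSA, 6 of the 19 oxidative genes were higher and 13 lower than in siNtc, with a median log2 fold change of -0.04 (camera FDR = 0.988), and the glycolytic list had a median of -0.06 with 16 of 24 genes lower (camera FDR = 0.00184, fry FDR = 0.413). In siMk5 BSA the oxidative list was lower, with a median of -0.09 and 14 of 19 genes below 0 (camera FDR = 5.52e-09, fry FDR = 0.111), and so was the glycolytic list, with a median of -0.19 and 23 of 24 genes below 0 (camera FDR = 1.64e-26, fry FDR = 0.0101). In siErk3 PA the medians were 0.00 for the oxidative list (camera FDR = 0.0628) and -0.02 for the glycolytic list (camera FDR = 0.861). In siMk5 PA the oxidative list had a median of 0.10 with 13 of 19 genes higher (camera FDR = 0.00184, fry FDR = 0.413), and the glycolytic list a median of 0.00 (camera FDR = 0.128). With one library left out, the oxidative median ran from -0.16 to -0.05 in siMk5 BSA and from 0.02 to 0.12 in siMk5 PA. Leaving out the genes coloured in Fig. 5 changed the oxidative medians to -0.03, -0.13, -0.01 and 0.04 in siErk3 BSA, siMk5 BSA, siErk3 PA and siMk5 PA, and the last of these no longer passed (camera FDR = 0.16). With the replicate block, the oxidative medians in this order were -0.04, -0.09, 0.00 and 0.10 (camera FDR = 0.973, 8.99e-09, 0.0562 and 0.00182) and the glycolytic medians -0.06, -0.19, -0.02 and 0.00 (camera FDR = 0.00182, 7.3e-26, 0.868 and 0.129), while same-numbered libraries correlated at -0.02, 0.08, -0.34 and -0.23.

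**Figure D3:**
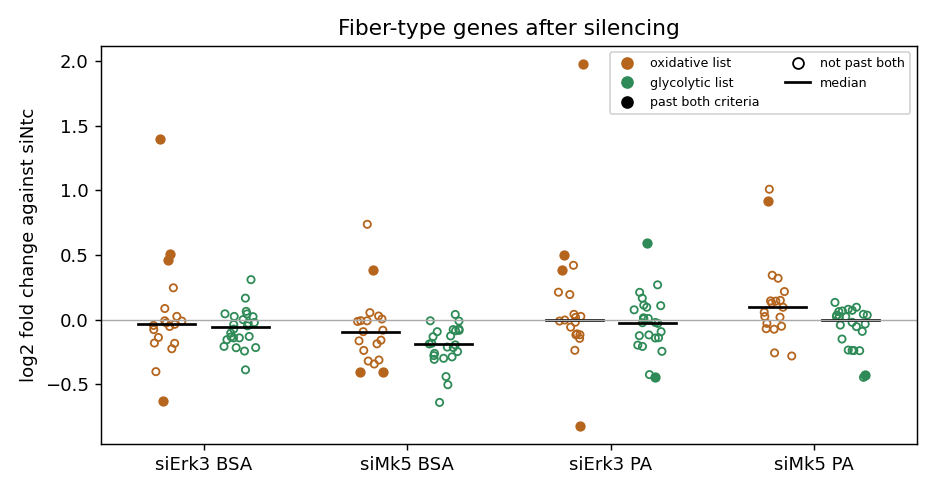
Log2 fold change against siNtc (vertical axis) of each gene on the oxidative list (brown) and the glycolytic list (green) in the 4 silencing comparisons (horizontal axis). Filled points passed an FDR of 0.05 and a 1.3-fold change, open points did not, and black bars are list medians, which lie between -0.19 and 0.10.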

Focusing on pathways characteristic for skeletal muscle cells, Erk3 and Mk5 ablation altered the expression of genes characteristic of distinct muscle fiber types. Under basal conditions, loss of either kinase increased the expression of genes typical of oxidative fibers (Fig. 5A–B). 

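In siErk3 BSA, 4 of the 19 oxidative fiber genes passed both criteria, 3 of them higher and 1 lower. All oxidative genes that passed in siErk3 BSA or siMk5 BSA are coloured in Fig. 5, which came from these same libraries. That they passed is therefore no independent support. Myh7 (chromosome 14, 55208141 to 55232083), which encodes the slow myosin heavy chain, rose from 142.7 ± 3.83 to 202.8 ± 21.4 TMM-normalized CPM (SD, n = 3 each, log2 fold change 0.51, standard error 0.05, edgeR FDR = 6.97e-07). Mybpc1 (chromosome 10, 88354141 to 88441014), which encodes slow myosin-binding protein C, rose from 93.7 ± 9.41 to 128.4 ± 6.69 (SD, n = 3 each, log2 fold change 0.46, edgeR FDR = 4.46e-06), and Smtnl2 (chromosome 11, 72279990 to 72302539), at a low level, from 0.746 ± 0.0334 to 1.97 ± 0.28 (SD, n = 3 each, log2 fold change 1.40, standard error 0.28, edgeR FDR = 0.00377). Cox8b (chromosome 7, 140478858 to 140480359), a subunit of cytochrome c oxidase, fell from 7.22 ± 0.83 to 4.73 ± 0.135 (SD, n = 3 each, log2 fold change -0.63, standard error 0.12, edgeR FDR = 0.00377). In siMk5 BSA, 1 oxidative gene rose and 2 fell. Myh7 rose to 186.7 ± 4.98 CPM (SD, n = 3, log2 fold change 0.39, standard error 0.05, edgeR FDR = 0.000275), which was so close to the 1.3-fold limit (0.38 on the log2 scale) that it no longer passed with edgeR's filterByExpr filter or when only the siMk5 BSA and siNtc BSA libraries were fitted. Mybpc1 moved in the opposite direction to siErk3 and fell to 70.3 ± 2.18 CPM (SD, n = 3, log2 fold change -0.41, edgeR FDR = 0.000275), and the myoglobin gene Mb (chromosome 15, 76899687 to 76934870) fell from 387 ± 2.32 to 293.2 ± 20.5 (SD, n = 3 each, log2 fold change -0.40, edgeR FDR = 4.16e-05). For each of these genes in siErk3 BSA and in siMk5 BSA, the 3 silenced libraries did not overlap the 3 controls (exact permutation test, two-sided, p = 0.1 per gene). With the replicate block, the log2 fold changes were 0.51, 0.46, 1.39 and -0.62 for Myh7, Mybpc1, Smtnl2 and Cox8b in siErk3 BSA (r of same-numbered libraries -0.02), and 0.39, -0.41 and -0.40 for Myh7, Mybpc1 and Mb in siMk5 BSA (r = 0.08). Of the 6 fits that left out one library, Cox8b (edgeR FDR up to 0.0791) and Smtnl2 (up to 0.0519) each failed in 1 with siErk3, where Myh7 and Mybpc1 always passed. With siMk5, Mb and Mybpc1 failed in 1 fit each and Myh7 in 2. No sign changed. No gene of the glycolytic list passed both criteria in BSA, although at an unadjusted p-value under 0.05, 2 of the 24 were higher and 8 lower with siErk3 and 14 were lower with siMk5. The paper states, with reference to Fig. 5A and B, that silencing of either kinase raised genes typical of oxidative fibers.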

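In siErk3 PA, 3 oxidative fiber genes rose and 1 fell past both criteria. These and the glycolytic genes named below are coloured in Fig. 5, which came from these same libraries. That they passed is no independent support. Myh7 was counted at 141.4 ± 6.67 TMM-normalized CPM with siErk3 and 108.4 ± 1.86 with siNtc (SD, n = 3 each, log2 fold change 0.38, standard error 0.05, edgeR FDR = 6.03e-05), just past the 1.3-fold limit, and Mybpc1 at 82.2 ± 2.88 and 58.2 ± 1.23 (SD, n = 3 each, log2 fold change 0.50, edgeR FDR = 2.49e-06). Smtnl2 rose from 0.307 ± 0.174 to 1.25 ± 0.137 CPM (SD, n = 3 each, log2 fold change 1.98, standard error 0.35, edgeR FDR = 0.00168). Myl2 (chromosome 5, 122239014 to 122251535), which encodes the slow regulatory myosin light chain, fell from 6.13 ± 0.223 to 3.45 ± 0.347 (SD, n = 3 each, log2 fold change -0.82, standard error 0.15, edgeR FDR = 0.00173). On the glycolytic list, the myosin light chain kinase gene Mylk2 (chromosome 2, 152753272 to 152764988) fell from 29.4 ± 2.13 to 21.7 ± 1.75 CPM (SD, n = 3 each, log2 fold change -0.44, standard error 0.09, edgeR FDR = 0.00718), and the parvalbumin gene Pvalb (chromosome 15, 78075314 to 78090600) rose from 4.63 ± 0.198 to 6.96 ± 0.611 (SD, n = 3 each, log2 fold change 0.59, standard error 0.13, edgeR FDR = 0.0147). The libraries of the 2 groups did not overlap for any of these 6 genes (exact permutation test, two-sided, p = 0.1 per gene). With each library left out in turn, Myl2, Mybpc1 and Smtnl2 passed in every fit, Mylk2 failed in 1 fit, Myh7 in 2 and Pvalb in 3, without a change of sign. The replicate block gave log2 fold changes of 0.38 for Myh7, 0.50 for Mybpc1, 1.99 for Smtnl2, -0.82 for Myl2, -0.44 for Mylk2 and 0.59 for Pvalb (r of same-numbered libraries -0.34).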

Following palmitic acid treatment, Erk3 silencing similarly upregulated oxidative fiber-associated genes and downregulated glycolytic fiber-associated genes (Fig. 5D). 

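In siMk5 PA, 1 oxidative and 1 glycolytic fiber gene passed both criteria. Both are coloured in Fig. 5, which came from these same libraries, so that they passed is no independent support. Myl3 (chromosome 9, 110570929 to 110598866), which encodes the slow essential myosin light chain, rose from 1.43 ± 0.185 to 2.71 ± 0.338 TMM-normalized CPM (SD, n = 3 each, log2 fold change 0.92, standard error 0.20, edgeR FDR = 0.0145). Myh4 (chromosome 11, 67128855 to 67151272), which encodes the fast IIB myosin heavy chain and lies in the cluster whose members can share reads, fell from 233.1 ± 16.6 to 173.3 ± 10.7 (SD, n = 3 each, log2 fold change -0.43, standard error 0.07, edgeR FDR = 0.000258). The siMk5 and siNtc libraries did not overlap for either gene (exact permutation test, two-sided, p = 0.1 per gene). Each of them lost its call in 2 of the 6 fits that left out one library, with log2 fold changes from 0.81 to 0.99 for Myl3 and from -0.48 to -0.37 for Myh4. The replicate block gave 0.92 and -0.43 (r of same-numbered libraries -0.23). At an unadjusted p-value under 0.05, 7 of the 19 oxidative genes were higher and 2 lower, and none of the 24 glycolytic genes was higher and 4 were lower.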

Mk5 depletion elicited comparable responses following palmitic acid challenge, albeit involving fewer genes (Fig. 5E).

Using a single-shot LC–MS/MS workflow with a 120-minute gradient, we quantified 1,447 high-confidence proteins. This approach yielded a smaller but highly reliable dataset, prioritizing confidence and quantitative robustness over maximal protein coverage. Proteomic analysis likewise demonstrated reduced abundance of proteins characteristic of glycolytic fibers in response to Erk3 or Mk5 silencing (Fig. 5G–H). Furthermore, protein levels of perilipin-2 (PLIN2), which is implicated in intramyocellular lipid accumulation [21], were markedly reduced upon Erk3 or Mk5 silencing (Fig. 5G–H). These findings indicate that Erk3 and Mk5 influence components of the contractile machinery. Given the small number of differentially abundant proteins, pathway enrichment analysis was not included to avoid overinterpretation. Importantly, comparative analyses of transcriptomic and proteomic data identified relatively few shared differentially expressed genes and proteins (Fig. 5C,F,I). 

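For the transcriptomic part, 5 genes passed both criteria in siErk3 BSA and in siMk5 BSA. Both comparisons use the same siNtc libraries, so their overlap cannot be tested as if they were independent. Of these, 4 changed in the same direction, namely Myh7 and Myh6, which rose, and Asprv1 and Padi4, which fell, while Mybpc1 changed in opposite directions. Myh6 (chromosome 14, 55179378 to 55204384) is the neighbour and near-identical relative of Myh7, so these 2 genes are not fully separate observations. It rose from 12.5 ± 1.77 to 20.0 ± 0.146 TMM-normalized CPM with siErk3 and to 18.8 ± 0.275 with siMk5 (SD, n = 3 each, log2 fold changes 0.68 and 0.59, edgeR FDR = 2.64e-05 and 0.00251). In PA, 36 genes passed in both comparisons, of which 3 changed in the same direction and 33 in opposite directions. All 33 were higher with siErk3 and lower with siMk5, and 18 of them were on the list of interferon-stimulated genes. DESeq2 gave fewer genes changed in opposite directions in PA, 23. The 3 genes with the same direction were Gja5, Igha and St8sia4, the last 2 of which are named after their values were seen. Gja5 (chromosome 3, 96812009 to 96984732), which encodes connexin 40, rose from 32.9 ± 3.59 to 52.8 ± 5.77 CPM with siErk3 and to 53.8 ± 6.29 with siMk5 (SD, n = 3 each, log2 fold changes 0.68 and 0.70, edgeR FDR = 4.18e-06 and 1.35e-06). With the replicate block, 5 genes in BSA and 4 in PA changed in the same direction, as they did with DESeq2, and Myh6 had log2 fold changes of 0.68 and 0.59 and Gja5 of 0.68 and 0.70. With a single library left out, Myh6 lost its call with siMk5 in 1 of 6 fits. Same-numbered libraries correlated at -0.02 and 0.08 in the BSA comparisons and at -0.34 and -0.23 in the PA comparisons. The count depended most on what was required of the second comparison. When a gene past both criteria in one comparison needed only the same direction and an unadjusted p-value below 0.05 in the other, 50 genes were shared in BSA and 46 in PA.

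**Figure D4:**
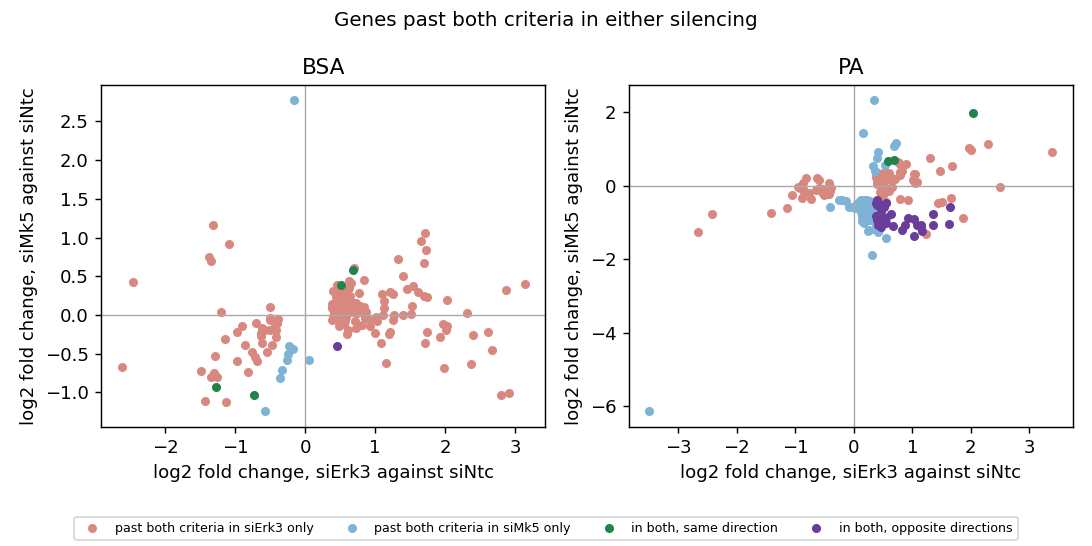
Log2 fold change with siMk5 (vertical axis) against that with siErk3 (horizontal axis), each against siNtc, for genes past an FDR of 0.05 and a 1.3-fold change in at least one of the comparisons, in BSA (left) and PA (right). Colours mark genes past the criteria with siErk3 only, with siMk5 only, or with both in the same or in opposite directions. In PA, the 33 genes changed in opposite directions lie to the right of and below 0.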

Consistently, principal component analysis (PCA) of the proteomic datasets revealed a clear separation between siErk3-and siMk5-treated samples (Fig. S4B), indicating that Erk3 and Mk5 may regulate skeletal muscle through largely distinct targets and mechanistically independent pathways.

To further evaluate the role of Erk3 in fiber-type specification, we performed immunostaining of myosin heavy chain isoforms. HFD typically induces a fiber-type shift in skeletal muscle, characterized by reductions in oxidative type I and IIA fibers and an increase in glycolytic type IIX and IIB fibers, consistent with impaired mitochondrial metabolism and insulin resistance. In line with the protective effect of Erk3 ablation, HFD-fed Erk3^muscleΔ/Δ^ mice exhibited an increased proportion of metabolically intermediate IIA-B hybrid fibers, accompanied by a reduction in glycolytic type IIX fibers (Fig. 6A–B). Consistent with these findings, western blot analysis revealed increased protein levels of myosin heavy chain 2a (MHC-2a), a marker of oxidative fiber types (Fig. 6C–D). Overall, these findings suggest that Erk3 ablation counteracts the HFD-induced fiber-type switch, complementing our results on increased mitochondrial content. In mature, healthy skeletal muscle, nuclei are typically located at the fiber periphery; however, during remodeling or stress, the content of centrally located nuclei increases. Skeletal muscle of HFD-fed Erk3^muscleΔ/Δ^ mice displayed significantly fewer central nuclei compared to controls (Fig. 6E–F), consistent with reduced remodeling and supporting the concept that Erk3 ablation protects against HFD-induced skeletal muscle metabolic impairment. Quantification of myofiber geometry using laminin immunostaining revealed no significant differences in total fiber number, cross-sectional area, Feret diameter, or minimum Feret diameter between HFD-fed Erk3^muscleΔ/Δ^ and control animals (Fig. 6G–H).

**Figure 6:**
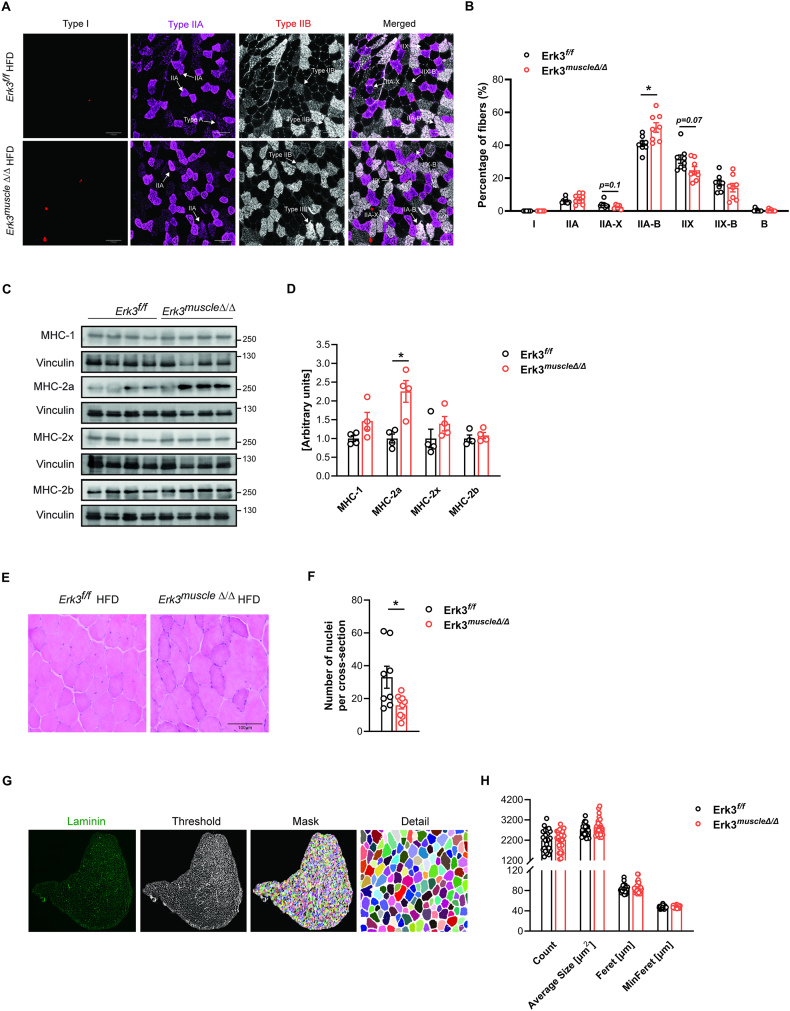
**Erk3 ablation protects against HFD-induced fiber-type switch and muscle remodeling.** Representative pictures (A,C,E,G) with quantification (B,D,F,H) of immunostaining for myosin heavy chain (MHC) isoforms showing fiber-type distribution (A,B), immunoblots of MHC isoforms content (C,D), H&E staining showing centrally located nuclei (E,F), immunostaining of laminin and segmentation workflow (raw signal, thresholded image, fiber mask, and detail view) (G,H), in tibialis anterior muscle of Erk3^muscleΔ/Δ^ and control littermates after 18 weeks of HFD feeding (from 4 to 22 weeks of age). The same cranio-distal depth along the Z-axis of the muscle belly was analyzed in each sample (A,B,E-H). Erk3^f/f^, n = 8 (A-B, E-F), n = 4 (C–D), n = 25 (G–H). Erk3^muscleΔ/Δ^, n = 8 (A–B), n = 4 (C–D), n = 9 (E–F), n = 30 (G–H). Each n represents randomly selected image (A-B,E-H) or different animal (C–D).Data presented as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Unpaired two-tailed Student's t-test.

## 4 Discussion

Here, we show that targeted deletion of Erk3 in striated muscle is sufficient to protect mice from HFD-induced obesity, glucose intolerance, and insulin resistance, and that such an effect is accompanied by elevated energy expenditure, increased mitochondrial abundance, and a shift toward oxidative muscle fiber identity. This is consistent with our previous findings showing that whole-body loss of Erk3 protects against obesity and improves glucose tolerance and insulin sensitivity [22]. Recently, we also reported that the Erk3-Mk5 complex in adipocytes regulates oxygen consumption and mitochondrial function through FOXO1-dependent mechanisms [13]. Moreover, Soulez et al. showed that inactivation of Erk3 impairs postnatal muscle growth and regeneration through a FOXO3 and MyoD-dependent manner [23]. However, in this study, we did not detect alterations in either total or phosphorylated FOXO1, nor in FOXO3, in skeletal muscle from HFD-fed Erk3^muscleΔ/Δ^ mice. This can be explained by the fact that the mechanism of action of Erk3 depends on the type of tissue and the physiological states, differing under standard chow conditions compared with HFD exposure. We observed the effect of Erk3 ablation in striated muscles on body weight, fat and lean mass, as well as glucose tolerance only when mice were fed HFD. Interestingly, Soulez et al. reported a close to significant decrease in lean mass in mice expressing catalytically inactive Erk3 fed a standard chow diet. One explanation for this discrepancy is the differences in the mouse models. Soulez et al. utilized mice with a global catalytically inactive Erk3 allele, whereas in our study, we used a striated muscle-specific Erk3 knockout.

We showed that striated muscle–specific ablation of Erk3 reduces diet-induced weight gain and adiposity. Our data further suggest that this phenotype may be explained by altered energy expenditure. Although unadjusted energy expenditure exhibited a strong yet non-significant trend toward higher values in HFD-fed Erk3^muscleΔ/Δ^ mice, the effect was most apparent during the dark phase, when mice are typically more active. The difference in nocturnal energy expenditure became significant after normalization to lean mass. Notably, the increase in energy expenditure at rest approached statistical significance. Together with the absence of changes in voluntary activity between groups, this indicates that the effect of Erk3 ablation is independent of locomotor activity. Nevertheless, the impact on energy expenditure remained most evident during the dark phase, suggesting that the metabolic consequences of Erk3 ablation become more pronounced under conditions of increased physiological demand. Collectively, these findings support the interpretation that the phenotype of Erk3^muscleΔ/Δ^ mice reflects enhanced intrinsic metabolic activity of skeletal muscle, particularly unmasked during periods of physical activity. Energy expenditure, food intake, and locomotor activity were measured only in animals fed an HFD. Although Erk3-deficient mice fed a normal diet did not exhibit alterations in body weight or glucose metabolism, even with aging, we cannot exclude the possibility that Erk3 also influences energy expenditure under this dietary regimen. However, we speculate that HFD feeding may exacerbate this difference.

Consistent with this interpretation, we showed that silencing Erk3 or Mk5 in palmitic acid-treated C2C12 myotubes enhances OCR, whereas Erk3 overexpression leads to the opposite effect. Notably, Erk3 knockdown did not alter OCR under basal conditions, while Mk5 silencing increased OCR even in the absence of palmitic acid, suggesting that Erk3 influences mitochondrial respiration primarily under lipid overload, in line with our in *vivo* observation that the Erk3-deficient phenotype becomes apparent only in HFD-fed mice.

Moreover, the Erk3/Mk5-dependent increase in mitochondrial activity was accompanied by greater mitochondrial abundance in C2C12 cells. Similarly, *in vivo* ablation of Erk3 increased OXPHOS complex protein levels, further supporting enhanced mitochondrial function. Interestingly, levels of OXPHOS complexes were significantly increased in the EDL, while only a non-significant trend toward higher OXPHOS content was observed in the quadriceps muscle, and no changes were detected in the soleus. These muscles differ markedly in their fiber-type composition. The EDL consists predominantly of fast-twitch fibers with regional variation between oxidative and glycolytic subtypes [24], whereas the quadriceps muscle group displays a more heterogeneous, mixed fiber-type profile adapted for both endurance and high-force contractions [25]. In contrast, the soleus muscle is enriched in slow-twitch, oxidative type I fibers and displays high baseline mitochondrial content and oxidative capacity [26]. Together, these findings indicate that the effects of Erk3 ablation on mitochondrial content are fiber-type dependent and are preferentially manifested in fast-twitch and mixed skeletal muscles. Of note, mitochondrial abundance and oxidative capacity tightly correlate with fiber-type identity, with oxidative fibers containing substantially more mitochondria than glycolytic fibers [27]. In line with this, transcriptomic and proteomic analyses revealed that silencing Erk3 or Mk5 upregulated genes/proteins characteristic of slow-twitch oxidative fibers, while reducing expression of markers associated with fast-twitch glycolytic fibers. Immunostaining of TA muscle from HFD-fed Erk3^muscleΔ/Δ^ mice confirmed an increase in intermediate type IIA-B hybrid fibers and a trend toward reduced type IIX glycolytic fibers. Consistent with this shift, protein analyses showed a elevation of MHC-2a, isoform expressed in oxidative fibers. Integration of the immunostaining and protein-level results indicates that Erk3 ablation predominantly promotes a shift toward a more oxidative metabolic phenotype in skeletal muscle. A more oxidative muscle phenotype would be expected to be associated with a lower RER. However, no significant differences (only a trend) in RER were observed between HFD-fed Erk3^muscleΔ/Δ^ mice and controls. This likely reflects the fact that both genotypes were maintained on a high-fat diet, which promotes predominant fatty acid utilization and may therefore mask genotype-dependent differences in substrate preference that are more apparent under standard chow conditions.

Importantly, obesity induces a shift in skeletal muscle fiber types characterized by a reduction in oxidative fibers and an increase in more glycolytic fiber types [17]. In the soleus, HFD-induced remodeling involves conversion of type I fibers into faster type I-IIA hybrid fibers, which is related to reduced oxidative capacity and diminished glucose uptake [7]. It has also been reported that prolonged HFD feeding reduces the proportion of type IIA fibers and increases the proportion of type IIX fibers in the transversus abdominis muscle (TA) [28]. These adaptations lead to diminished muscle oxidative metabolism, impaired lipid utilization, and reduced glucose uptake. Importantly, glycolytic fibers express lower levels of the glucose transporter GLUT4 and exhibit decreased insulin responsiveness compared to oxidative fibers, thereby diminishing the muscle's capacity to clear glucose from the circulation and promoting hyperglycemia [29]. Moreover, a reduced oxidative capacity restricts fatty acid oxidation, facilitating intracellular lipid accumulation and further exacerbating insulin resistance and metabolic dysfunction [30]. In line with this, silencing Erk3 or Mk5 in myotubes reduced the expression of the lipid droplet-associated protein PLIN2, whose abundance negatively correlates with skeletal muscle fatty acid-oxidative capacity and hypertrophic growth in mice [31], whereas elevated PLIN2 levels have been linked to muscle atrophy [32]. Furthermore, Erk3 ablation decreases the proportion of centrally located nuclei, which in HFD-fed mice typically reflect chronic muscle stress and ongoing remodeling [33]. This, together with the fact that Erk3 ablation promotes a shift toward a more oxidative metabolic phenotype in skeletal muscle, suggesting that Erk3 ablation protects from HFD-induced skeletal muscle remodeling and fiber switch, and as a consequence, an impaired glucose homeostasis. This is in line with our results showing that HFD-fed Erk3^muscleΔ/Δ^ mice are more glucose and insulin tolerant.

Tesnière et al. recently showed that intracellular acidification markedly increases Erk3 stability, whereas alkalinization accelerates its degradation [34]. This is consistent with the fact that glycolytic muscle fibers generate substantially more lactate, and therefore stronger intracellular acidification, suggesting that the shift toward more oxidative fibers upon Erk3 loss aligns with reduced reliance on glycolytic, lactate-producing metabolism. Interestingly, the intracellular pH does not affect in the same way Mk5 [34], underscoring intrinsic differences in their regulatory dynamics. In this regard, it is worth noting that, although as we demonstrated, Mk5 contributes to Erk3 stabilization in skeletal muscle cells, our transcriptomic and proteomic analyses show that the two kinases control largely distinct sets of targets with relatively little overlap. This divergence supports the conclusion that, despite the broadly similar phenotypes observed upon silencing either kinase, the underlying molecular programs they control are not identical. All these together indicate that Erk3 and Mk5 may also associate with other protein partners that differentially shape their stability and function.

The transcriptomic and proteomic signatures identified here show that Erk3 depletion in C2C12 cells influences not only muscle-specific pathways but also developmental, signaling, and immune or stress-responsive programs, whereas Mk5 loss is associated with enrichment of transport- and stress-related processes. These patterns, however, likely reflect the limitations of the C2C12 myotube system, which represents a reductionist *in vitro* model and does not fully mirror the genetic and physiological complexity of skeletal muscle *in vivo,* as they differentiated mostly into fast-twitch type II fibers [35,36].

It is important to note that Erk3 deletion in this model targets striated muscle and therefore also affects cardiac tissue. Consistent with this, we observed a reduction in Erk3 protein levels in the heart; however, this decrease was less pronounced than in skeletal muscle, likely reflecting the higher cellular heterogeneity of cardiac tissue.

In conclusion, our study identifies Erk3 as a regulator of skeletal muscle oxidative phenotype and whole-body metabolic homeostasis. Muscle-specific Erk3 deletion enhances mitochondrial function, shifts fiber identity toward oxidative types, and protects against HFD-induced obesity and insulin resistance. These findings highlight Erk3 as a promising therapeutic target for improving skeletal muscle metabolism and treating obesity-associated metabolic disorders.

## CRediT authorship contribution statement

**Angel Loza-Valdes:** Writing – review & editing, Visualization, Validation, Project administration, Methodology, Investigation, Formal analysis, Conceptualization. **Carlos Acosta-Gallo:** Writing – review & editing, Visualization, Methodology, Investigation, Formal analysis, Conceptualization. **Toufic Kassouf:** Visualization, Methodology, Investigation, Formal analysis. **Andrei Belykh:** Methodology, Investigation. **Małgorzata Stelmach:** Investigation. **Dominika Malińska:** Writing – review & editing, Investigation. **Katia El Ghoz:** Investigation. **Rabih El-Merahbi:** Investigation. **Filip Dziaczkowski:** Investigation. **Katarzyna Kolczyńska-Matysiak:** Writing – original draft, Visualization, Validation, Supervision, Methodology, Formal analysis, Conceptualization. **Grzegorz Sumara:** Writing – review & editing, Supervision, Resources, Project administration, Investigation, Funding acquisition, Conceptualization.

## Funding

This work was supported by the National Science Centre, Poland (Sonata Bis 10, grant no. UMO-2020/38/E/NZ4/00314). GS, KKM, and TK are additionally supported by the Dioscuri Centre of Scientific Excellence Grant (UMO-2018/01/H/NZ4/00002) - the program initiated by the Max Planck Society (Max-Planc-Gesellschaft), managed jointly with the National Science Centre in Poland (Narodowe Centrum Nauki) and mutually funded by the Polish Ministry of Science and Higher Education (Ministerstwo Nauki i Szkolnictwa Wyższego) and the German Federal Ministry of Education and Research (Bundesministerium für Bildung und Forschung). ALV was supported by an EMBO installation grant (No 4425) awarded to GS.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE319950. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD074086. All remaining source data reported in this paper have been archived in the Open Science Framework (OSF) repository under DOI: 10.17605/OSF.IO/T382E and are publicly available.

# Supplementary material for: Erk3 deletion drives oxidative adaptations in skeletal muscle
**Source:** Mol Metab. 2026 Feb 24;106:102338. doi: 10.1016/j.molmet.2026.102338
**Supplement:** Multimedia component 1

**Supplementary Figure 1**

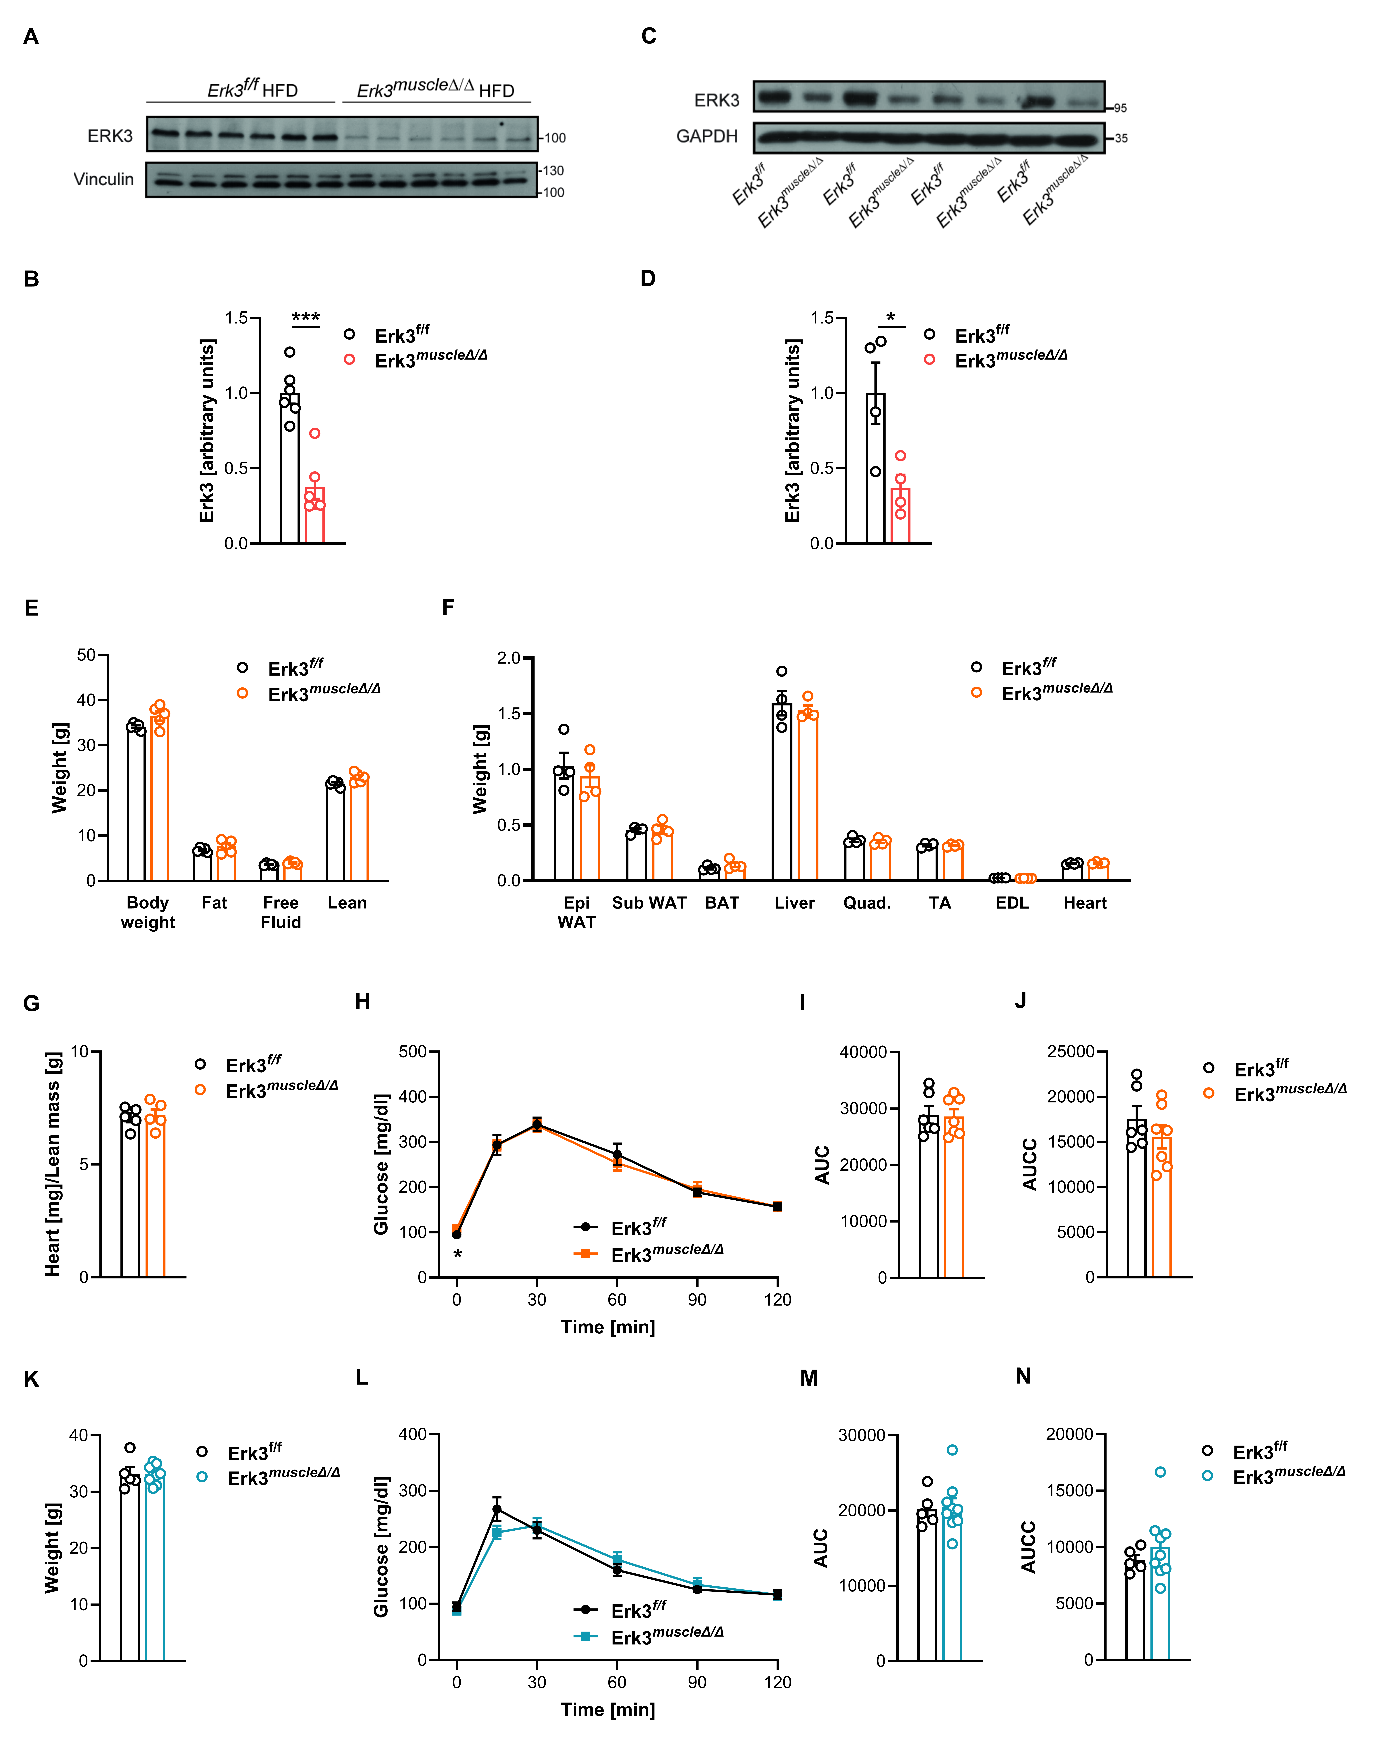

**Supplementary Figure 2**

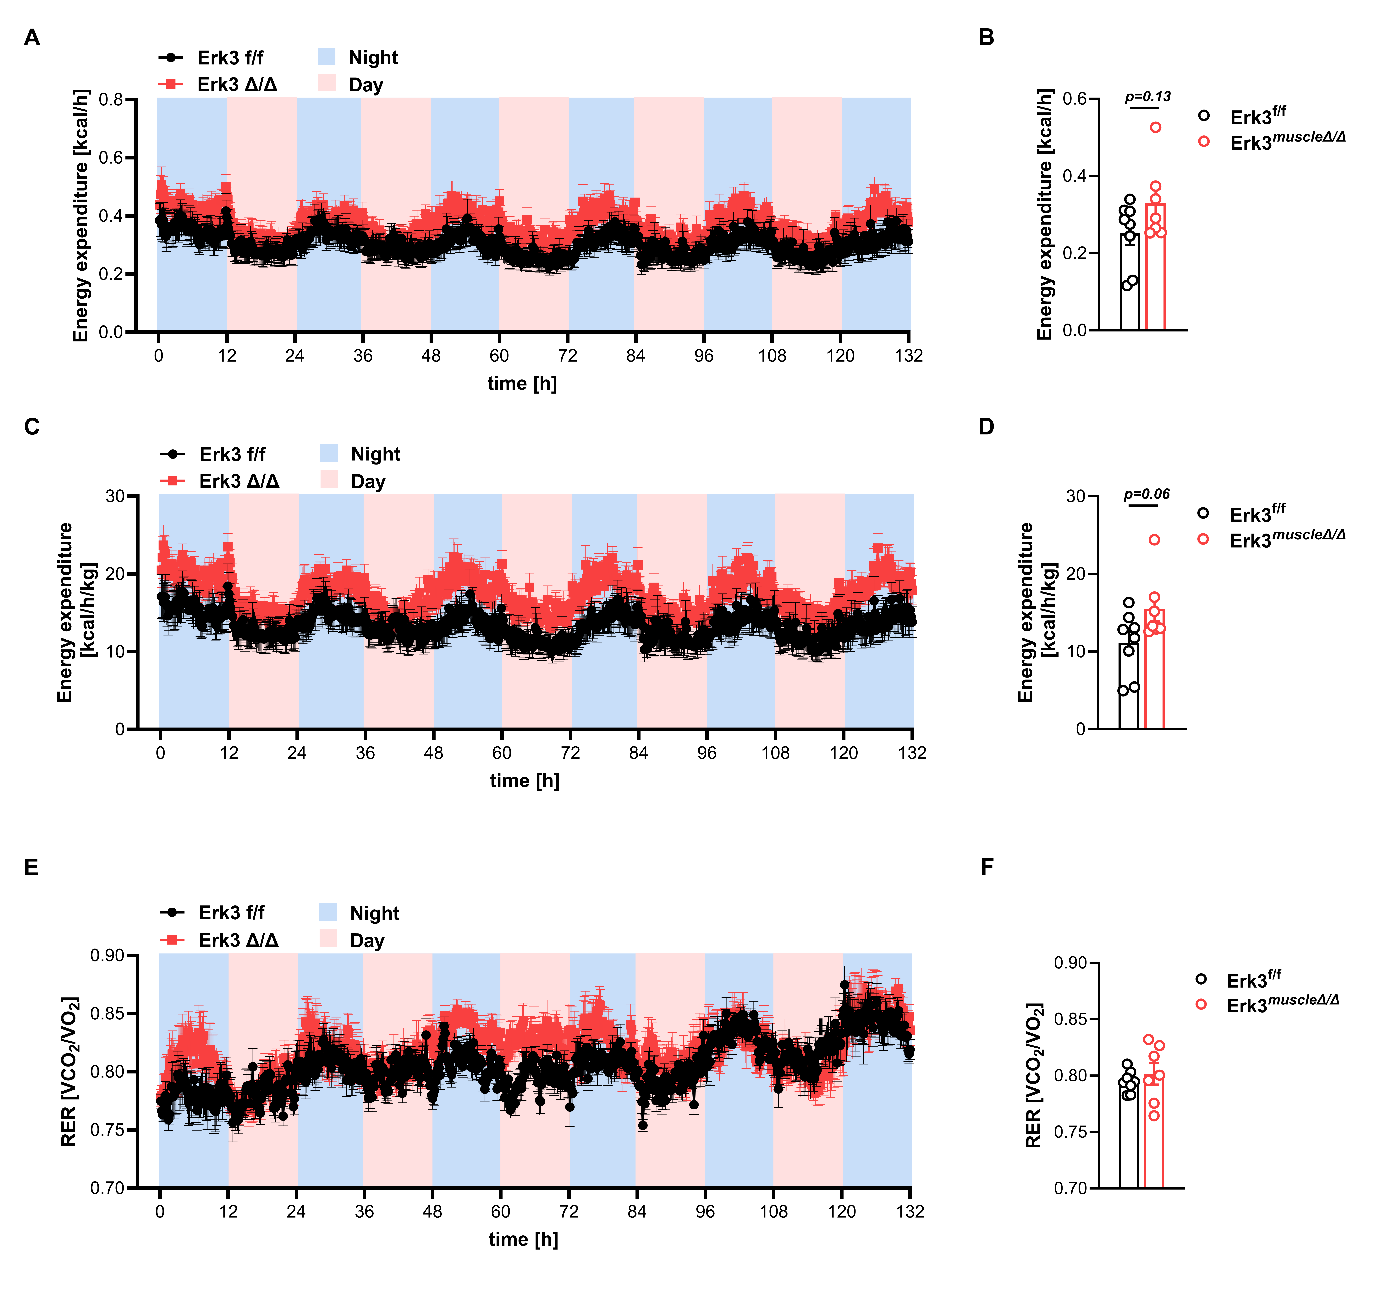

**Supplementary Figure 3**

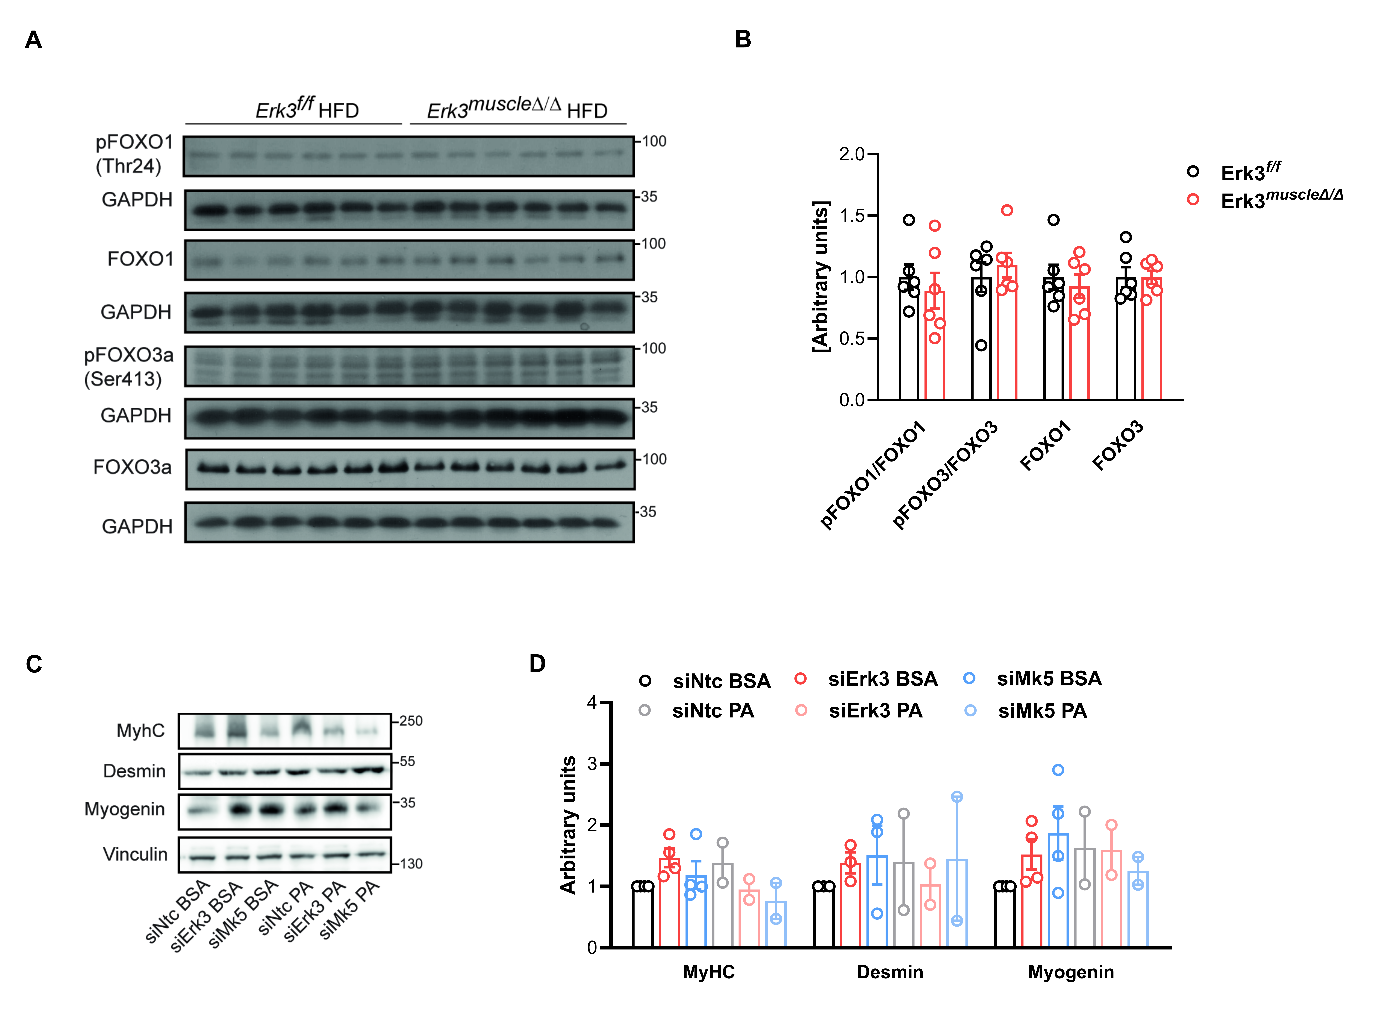

**Supplementary Figure 4**

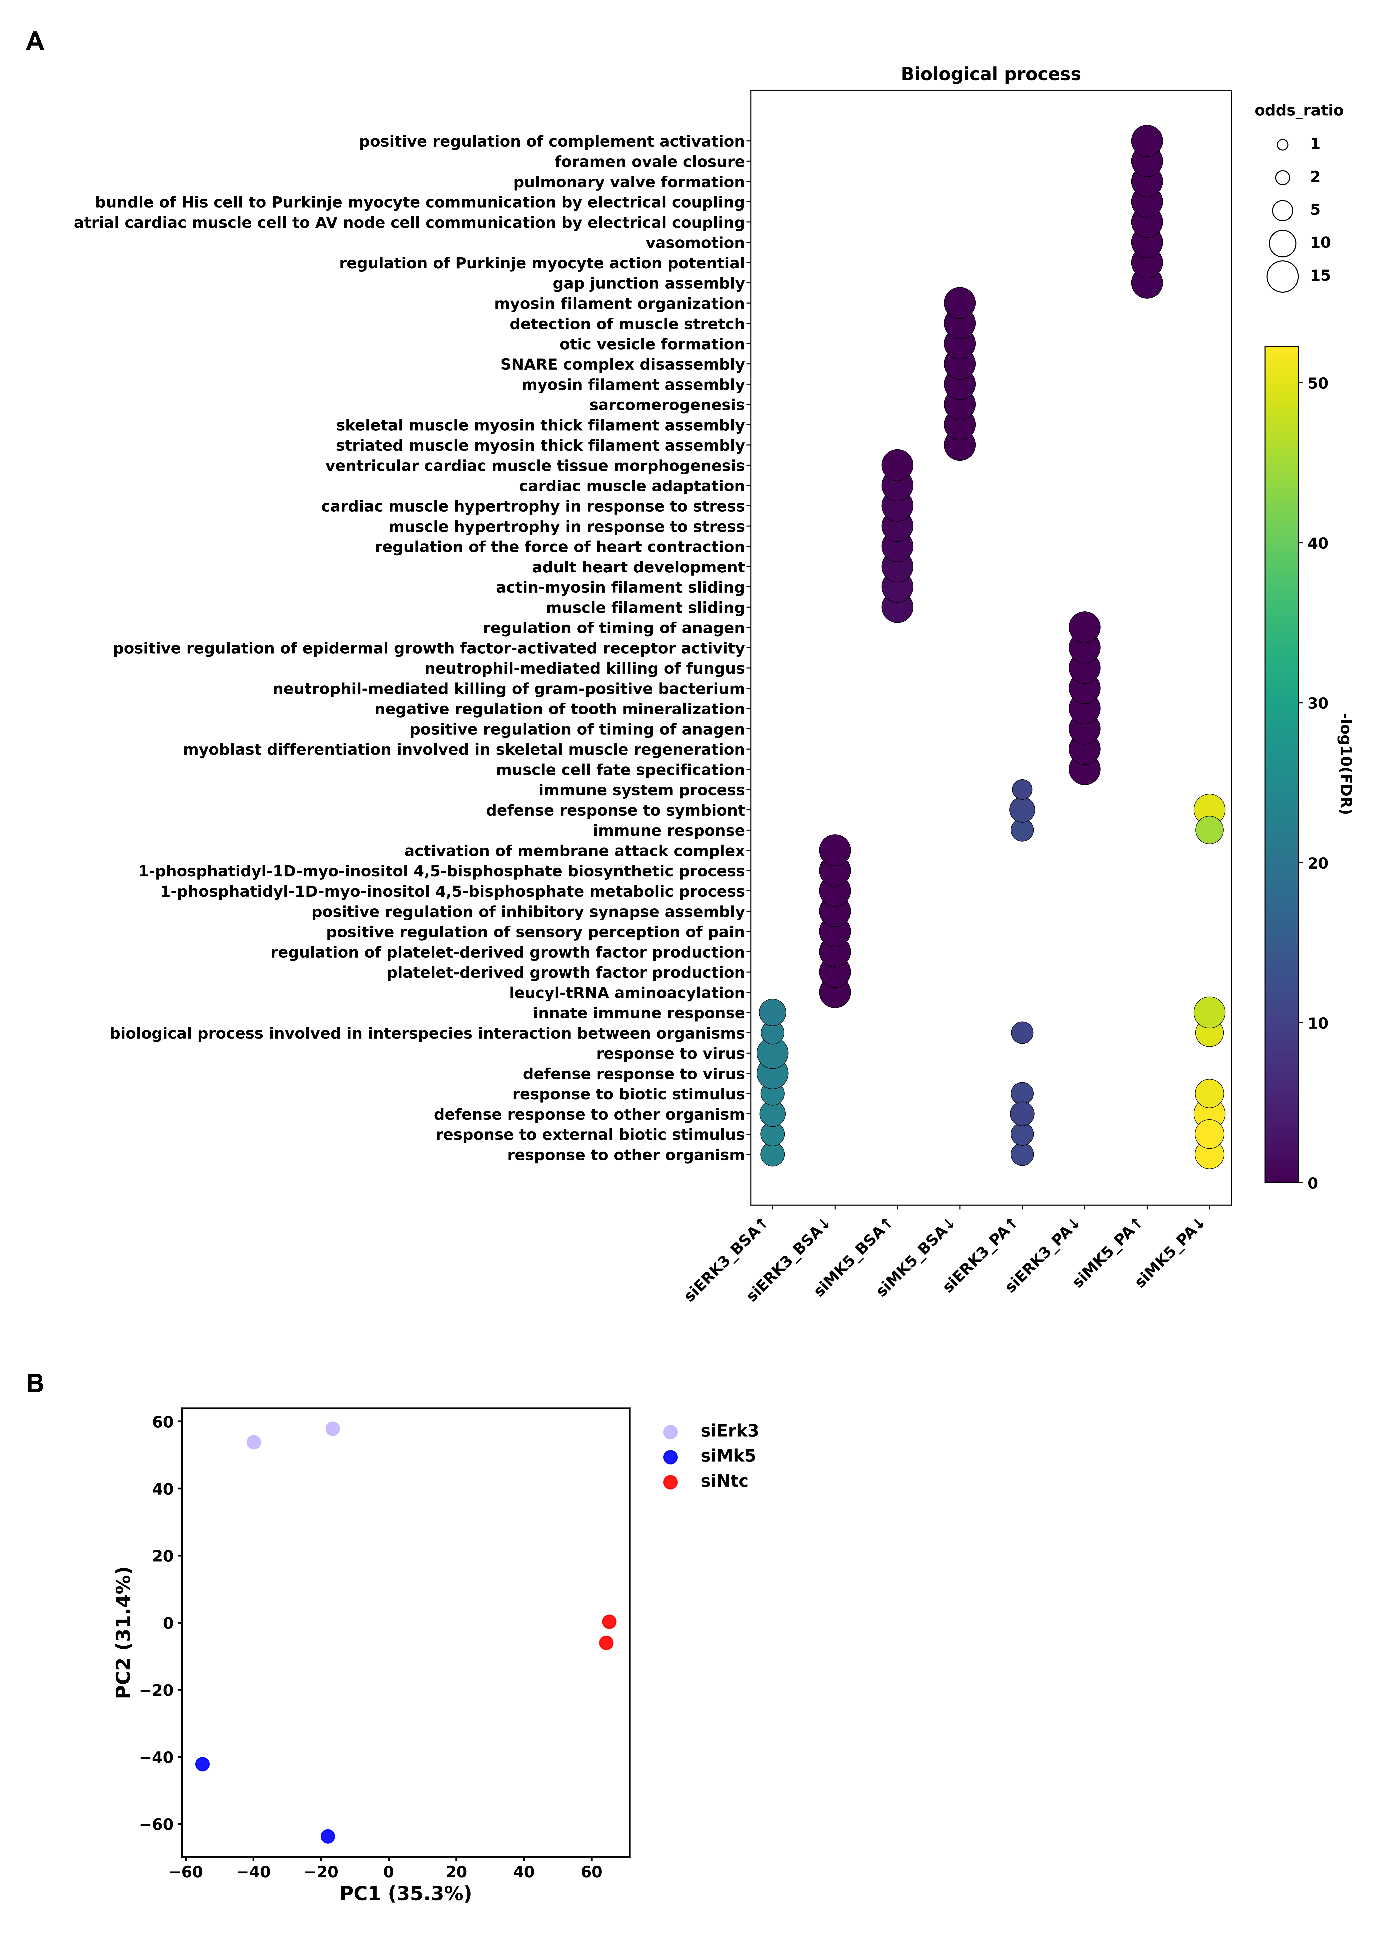

**Figure S1. Striated muscle-specific Erk3 ablation does not affect body mass and glucose tolerance test in mice fed a standard chow diet.**

Representative immunoblots (A,C) and quantification (B,D) of Erk3 in tibialis anterior muscle (A-B) and heart (C-D) from Erk3^muscleΔ/Δ^ mice and control littermates Erk3^f/f^ after 18 weeks of HFD feeding (from 4 to 22 weeks of age). Body composition (E), organ and tissue weight (F,G), and glucose tolerance test (H-J) in Erk3^muscleΔ/Δ^ mice and control littermatesErk3^f/f^ fed a standard chow diet at 22 weeks of age. Body weight (K) and glucose tolerance test (L-N) in Erk3^muscleΔ/Δ^ mice and control littermates Erk3^f/f^ fed a standard chow diet at 71 weeks of age. Erk3^muscleΔ/Δ^, n=6 (A-B), n=4 (C-D,F), n=5 (E,G), n=7 (H-J), n=9 (K-N). Erk3^f/f^, n=6 (A-B, H-J), n=4 (C-D,F), n=5 (E,G,K-N). AUC - total area under the curve, AUCC - incremental area under the curve. Each n represents a sample from distinct mice. Data presented as mean ±SEM.

**Figure S2. Effect of Erk3 ablation on metabolism in skeletal muscle.**

Unnormalized (A-B) and lean mass-normalized (C-D) energy expenditure, as well as respiratory exchange ratio (E-F) monitored over a prolonged period across the diurnal cycle (A,C,E) or at rest (B,D,F) in Erk3^muscleΔ/Δ^ mice (n=7) and control littermates Erk3^f/f^ (n=8) after 18 weeks of HFD feeding (from 4 to 22 weeks of age). RER - respiratory exchange ratio. Each n represents a sample from distinct mice. Data presented as mean ±SEM. *p<0.05. Unpaired two-tailed Student’s t-test.

**Figure S3. Effect of Erk3 ablation on FOXO proteins and skeletal muscle differentiation markers.**

Representative immunoblots (A,C) and quantification (B,D) of indicated proteins in tibialis anterior muscle of Erk3^muscleΔ/Δ^ (n=6) and control littermates Erk3^f/f^ (n=6) after 18 weeks of HFD feeding (from 4 to 22 weeks of age) (A-B), and C2C12 cells after Erk3 (siErk3) or Mk5 (siMk5) silencing under BSA or 0.5 mM palmitic acid (PA) treatment for 16 h (C-D). siNtc - cells treated with non-targeting siRNA. Each n represents a sample from distinct mice (A-B) or independent biological replicate (C-D). Data presented as mean ±SEM. *p<0.05. Unpaired two-tailed Student’s t-test.

**Figure S4. Erk3 and Mk5 silencing alter various biological processes in C2C12 myotubes.**

Functional enrichment analysis using g:Profiler (GO:BP) of significantly regulated genes identified in transcriptomic datasets (A), and PCA analysis of significantly regulated proteins identified in proteomic datasets (B) from C2C12 cells following Erk3 (siErk3) or Mk5 (siMk5) silencing after 16h treatment with BSA (A-B) or 0.5 mM palmitic acid (PA) (A).

How the deposited data were processed for this re-analysis (not part of the article)

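RNA was profiled in 18 libraries of C2C12 myotubes, 3 for each of 6 groups, made of non-targeting siRNA, siRNA against Erk3 or siRNA against Mk5 in medium with BSA or with 0.5 mM palmitic acid. Groups and replicate numbers were taken from the sample labels, whose silenced gene and medium match the experiment described in the methods. The replicate numbers in the labels are also the only source for pairing libraries between groups.

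Counts of read pairs per gene were deposited by the authors without normalization. According to the methods, FastQC 0.11.9 was used for quality control, cutadapt 3.4 and TrimGalore 0.6.7 for trimming with a quality limit of 25, STAR 2.7.9a for alignment to GRCm39, and Picard for marking duplicates, which stayed in the data. The header of the count table shows that the authors ran featureCounts 2.0.0 with the Ensembl 105 annotation, strand setting 2, primary alignments and a minimum mapping quality of 3. Read pairs overlapping exons of more than 1 gene on the same strand were therefore left unassigned, which lowers genes inside a readthrough gene, and pairs mapping to 2 places could be counted, which blurs near-identical genes. The second table deposited by the authors holds log2 values. Its name gives another unit, but each value equals the log2 of the count divided by 1 factor per library plus 1, with a relative deviation of at most 3.6e-14, so it was used only for that check. The number of columns of other samples was 0.

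The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The 21772 of 55414 genes with at least 10 counts in total over the 18 libraries were kept, as in the methods, and 21601 of them have a name in GENCODE M39 (Ensembl 116), from which gene symbols and, with its genome sequence, GC content were taken. Members of multigene families were set by their symbols. Coordinates are those of the count table. Libraries were normalized by TMM. One quasi-likelihood fit with a coefficient per group gave the comparisons of siErk3 and of siMk5 with siNtc in each medium, of siErk3 with siMk5 in each medium, of PA with BSA in siNtc, and the interactions of each silencing with PA. The criteria of the methods were kept, an FDR below 0.05 by the Benjamini-Hochberg method and a fold change above 1.3 in either direction. The methods state DESeq2 1.34 with default parameters. DESeq2 1.42.0 was run as an alternative.

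The precision of a count depends on its size. The total count per library, from 13041979 to 28496727, is the number of assigned read pairs, and counting error falls mainly on genes with few counts, such as Mapkapk5 and Smtnl2. Standard errors and adjusted p-values cover the spread between libraries as well as counting error.

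Gene lists were tested with camera, with a fixed correlation of 0.01 between genes, for 5 lists in the 4 silencing comparisons, adjusted over 20 tests, and with fry as an alternative. The lists of oxidative fiber, glycolytic fiber, interferon-stimulated, differentiation and respiratory chain genes were written by hand. The fiber lists hold the genes colored in Fig. 5, so counts of their members among the changed genes are given without a test. The list tests in PA against BSA and in the interactions were added after the data were seen. Single genes were compared by exact permutation of the 3 against 3 libraries.

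The text names Mapk6 and Mapkapk5, the genes that the paper's text names, the genes labeled or colored in Fig. 5A, B, D and E, members of the 5 lists, and for each comparison the 5 genes with the smallest adjusted p-value among changed genes whose groups do not overlap. Any other gene is marked as chosen after its values were seen. The values of 1 gene are not reported here.

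The alternatives were DESeq2, DESeq2's size factors in the edgeR fit, edgeR's filterByExpr, at least 10 counts in every library, the replicate number as a block, the FDR criterion alone, only the libraries of the groups compared, a looser rule for shared genes, fry, lists without the genes colored in Fig. 5, and leaving out each library in turn. The 18S share as a covariate and the DESeq2 totals without oppositely changed genes were added after the data were seen. The tests were first run on simulated counts for the real genes and library sizes, with 200 genes changed by a log2 fold change of 1 in siErk3 BSA and again in siMk5 BSA, 100 of them in the same and 100 in the opposite direction. The changed genes were drawn from well-expressed genes only, and the noise was independent between genes. In siErk3 BSA 100% were recovered and 7 unchanged genes passed, and in siErk3 PA, where nothing was changed, 0 genes passed. This does not cover smaller changes, genes with few counts, or a spread shared by many genes as in the PA libraries. Of the shared genes, 100 were found with the same and 100 with opposite directions. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the remaining steps. Proteomic data, Western blots, the mouse experiments, the sequences of the siRNAs and annotations to GO terms were not used here.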

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

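The test of a library labeled with the wrong siRNA was chosen only after the result was seen. The tests of the other splits of the lists in PA against BSA and in the interactions were set after the list results, but before the results of the splits, were known. The silencing comparisons, the gene lists and the alternatives other than the 18S share and the DESeq2 totals without oppositely changed genes were fixed before the data were examined.

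The effect of siErk3 differed between BSA and PA for 8 genes by the interaction term (edgeR FDR below 0.05 and 1.3-fold, 2 higher and 6 lower in PA than in BSA), with 1329 genes at an unadjusted p-value under 0.05. The replicate block gave 9 genes. This count is not stable. It was 4 with DESeq2's size factors, 0 with filterByExpr (959 at an unadjusted p-value under 0.05) and 0 with at least 10 counts in every library (838 unadjusted), and ran from 0 to 24 over the 12 fits that left out one library each. In the 5 of these fits with 0 genes, between 1223 and 1382 had an unadjusted p-value under 0.05. Of the 32 swaps of the siRNA labels between libraries with the same number and medium, 8 gave as many genes, and the largest gave 348. Swapping the labels of a whole medium turns the interaction into the sum of the effects in BSA and PA, so these swaps are no clean null and can only show that the count is not set apart from them. Of the 8 genes, Usp18 (-1.89), Ifit1 (-1.70), Oas2 (-1.73), Oasl2 (-0.94) and Iigp1 (-1.58) are interferon-stimulated and Ccn1 (-0.38) and Gja5 (0.58) are not, on the log2 scale.

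The effect of siMk5 differed between BSA and PA for 46 genes (11 higher and 35 lower in PA, with 1617 genes at an unadjusted p-value under 0.05), and for 49 with the replicate block. The count ran from 24 to 67 over the 12 fits without one library. Of 32 label swaps, 4 gave as many genes, with 90 the largest count of any other swap, and the same reservation about the swaps applies.

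The list of 51 interferon-stimulated genes had the largest shift of the 5 lists in both interactions, with a median of -0.77 for siMk5 (camera FDR = 1.07e-80, block -0.76) and of -0.60 for siErk3 (camera FDR = 4.46e-56, block -0.59). Thus, as a ratio to siNtc of the same medium, siErk3 raised the list less in PA than in BSA. As such a ratio, siMk5 lowered it more in PA than in BSA. The siNtc level of the list was much higher in PA, so these statements do not hold for amounts in CPM. In BSA the median with siMk5 was 0.01 and did not pass, but the list passed as lower at -0.22 with the 18S share as a covariate (camera FDR = 2.97e-06), at -0.05 without siNtc BSA replicate 3 (0.0361) and at -0.12 without siMk5 BSA replicate 3 (0.0422). Leaving out one library kept the medians between -0.86 and -0.66 and between -0.76 and -0.40. A camera p-value as small came from 7 of 32 label swaps for siMk5 and 8 of 32 for siErk3. PA itself raised the list by a median of 3.48 in siNtc. With at least 10 counts in every library, the 39 members kept had a median of 0.01 with siMk5 in BSA (camera FDR = 0.801) and of -0.88 in PA, so low counts in BSA do not account for the difference.

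The other 4 lists moved the opposite way in the interaction of siMk5 with PA, by medians of 0.18 for oxidative (camera FDR = 1.41e-10), 0.12 for glycolytic (1.27e-09), 0.07 for differentiation (2.06e-05) and 0.06 for respiratory chain genes (3.6e-05). The replicate block gave 0.17, 0.12, 0.07 and 0.05. With fry only the oxidative list passed (fry FDR = 0.0431 for oxidative fiber genes, interaction siMk5). A camera p-value as small came from 1, 7, 3 and 2 of 32 label swaps, so only the oxidative list was set apart, under the same reservation about the swaps. Its median was -0.09 with siMk5 in BSA and 0.10 in PA. With one library left out, these ran from -0.16 to -0.05 and from 0.02 to 0.12. For siErk3 the medians were 0.04 for oxidative (camera FDR = 0.0619), 0.04 for glycolytic (0.00656), 0.03 for differentiation (0.073) and 0.03 for respiratory chain genes (0.00847), the block gave the same medians, none passed with fry, and 9, 9, 14 and 10 of 32 swaps gave a p-value as small.

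The data hold a comparison that the paper does not report, the genes changed by PA, siNtc libraries with PA being set against those with BSA. There were 6661 such genes (3381 higher and 3280 lower), 6599 with the replicate block and between 6029 and 6662 with a library left out. The count was reached by 1 of the 4 splits that part all same-numbered pairs, the real one. The other 6 of the 10 splits part only 1 such pair. In none of the 9 other splits did a gene pass. A share under 0.05 is out of reach with so few splits. The first principal component of the 2000 most variable genes held 78.7% of the variance and separated BSA from PA. The list medians were 3.48 for interferon-stimulated (camera FDR = 3.48e-95), -0.39 for differentiation (0.00013), -0.36 for glycolytic (4.05e-05), -0.19 for oxidative (0.045) and -0.09 for respiratory chain genes (0.045). Of the 4 splits, a camera p as small came from 1 for the interferon, glycolytic and differentiation lists and from 2 for the oxidative and respiratory chain lists.

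In PA, 33 genes rose with siErk3 and fell with siMk5, 18 of them interferon-stimulated. The other label permutations drawn (100 of the 108 possible, the real one included) gave at most 1 oppositely changed gene. A permutation that places silenced libraries among the controls gives both comparisons a common difference, which favours the same direction (up to 114 genes). These permutations are therefore no clean null for opposite changes, and they cannot decide whether 33 is more than a regrouping would give. Over the fits without one library the count of oppositely changed genes was 20 to 41, and with DESeq2 it was 23. Library depth is unlikely to be the source, since with all libraries thinned to 13041979 counts the list median in siMk5 PA was -0.89 (0.35 with siErk3). With the 18S share as a covariate it was -0.81. None of 10000 random lists matched on expression, length and GC content had a median as low (permutation p = 1e-04, the smallest they can give). The 27 members outside multigene families had a median of -0.78, so reads shared between relatives do not account for it. No single library carried it, the median nearest 0 being -0.79. Less palmitic acid in the siMk5 cultures could have weakened the other genes that respond to PA in proportion to their response. The slope of the siMk5 PA change on the PA change was -0.005 over 1255 genes outside the list, which argues against such a proportional weakening. Within the list the slope was only -0.031, although its median change was -0.92. The slope therefore misses a drop like that of the list, and less palmitic acid acting in another way is not excluded. The target of the siRNA lay below every control in 6 of 6 silenced PA libraries. For Mapk6 this speaks against an exchange of siErk3 libraries with controls, but Mapkapk5 did not pass in siMk5 PA (edgeR FDR = 0.469), so an exchange of siMk5 libraries is not excluded by it. These tests leave a biological difference as 1 hypothesis. It cannot be told apart from an effect of the siRNA reagents themselves, because each target was silenced with 1 pool and interferon-stimulated genes respond to RNA sensing. No test here separates the loss of the kinase from the reagent.

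The share of 18S ribosomal RNA was higher in every siMk5 BSA library than in every siNtc BSA library, up to 12.87%. With the share as a covariate, 7 of the 14 genes changed by siMk5 in BSA still passed (a ratio of 0.5). For siErk3 BSA it was 104 of 171 (0.61), and the ratios in PA were 0.98 and 0.87. The share was lower in siErk3 BSA (1.5% to 2.96%) than in siNtc BSA (2.56% to 7.17%), and the 18S gene Rn18s-rs5, looked up after the results were known, is itself among the 43 genes that fell with siErk3 in BSA (log2 fold change -1.32). With the covariate, the siMk5 BSA medians were -0.23 for the glycolytic list (camera FDR = 3.86e-25) and -0.22 for the oxidative list (camera FDR = 1.84e-09). The siErk3 BSA interferon median was 1.19 (camera FDR = 1.15e-175). The covariate thus did not remove these list shifts, but the siErk3 BSA glycolytic median went to 0.00 and no longer passed (camera FDR = 0.275). Because the share and the group move together, ribosomal RNA carry-over in the library preparation could not be told apart from the effect of siMk5 in BSA, nor from part of the effect of siErk3 in BSA.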

How the results depend on the processing

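The use of the 18S share as a covariate, and all results for the lists in PA against BSA and in the interactions, were chosen after seeing the data. Over 46 counts and list medians and 677 alternatives, 556 kept their direction and side of the threshold, 36 became weaker, 25 stronger, 20 reversed and 40 counts moved by more than 1.5 times. For 44 values of named genes and 523 alternatives, 494 stayed, 22 became weaker and 7 reversed. With the replicate block, all 90 results kept their direction and side.

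Counts moved as follows, and the causes were not tested. Without the fold change criterion, siErk3 changed 263 genes in BSA and 186 in PA, and 7 genes were shared in BSA and 14 in PA. With only the libraries of the groups compared, siMk5 changed 34 genes in BSA and 8 genes were shared there. Under the looser rule 50 genes were shared in BSA and 46 in PA. The interaction of siErk3 with PA gave 4 genes with DESeq2's size factors, 0 with filterByExpr (959 at an unadjusted p-value under 0.05) and 0 with at least 10 counts in every library (838 unadjusted).

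The oxidative list in siErk3 BSA had no clear direction. Camera placed it up at a median of -0.04, and down at -0.05 with DESeq2's size factors, -0.05 with filterByExpr, -0.06 with at least 10 counts in every library, -0.05 with only the groups compared and -0.03 without the genes colored in Fig. 5. In siErk3 PA it reversed to -0.01 without those genes and passed at 0.00 with the 18S share. The glycolytic list in siErk3 PA reversed, always far from the threshold, at -0.02 with at least 10 counts in every library, -0.02 without the genes of Fig. 5 and -0.01 with the 18S share. The respiratory chain list in siErk3 BSA passed at -0.03 with filterByExpr, with at least 10 counts in every library and with only the groups compared, and reversed to 0.03 with the 18S share. With fry, which estimates the correlation between genes, these lists no longer passed, their medians unchanged: glycolytic (-0.06) and differentiation (0.02) in siErk3 BSA, oxidative (-0.09), differentiation (-0.05) and respiratory chain (-0.02) in siMk5 BSA, and oxidative (0.10), differentiation (0.04) and respiratory chain (0.02) in siMk5 PA. Other changes were the glycolytic list in siErk3 BSA (0.00 with the 18S share, no longer passing), the differentiation list in siErk3 BSA (0.00 with only the groups compared, no longer passing), the interferon list in siMk5 BSA (-0.22 with the 18S share, -0.05 without siNtc replicate 3 and -0.12 without siMk5 replicate 3, passing), the oxidative list in siMk5 PA (0.04 without the genes of Fig. 5, no longer passing) and the oxidative list in PA against BSA (-0.21 with filterByExpr and -0.22 with at least 10 counts in every library, no longer passing). In the interaction of siErk3 with PA, the oxidative and differentiation lists passed at 0.05 and 0.05 with DESeq2's size factors, 0.06 and 0.05 with filterByExpr and 0.06 and 0.06 with at least 10 counts in every library, while with fry the glycolytic (0.04) and respiratory chain (0.03) lists no longer passed. In that of siMk5 the glycolytic (0.12), differentiation (0.07) and respiratory chain (0.06) lists no longer passed with fry.

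Over the fits that each left out one replicate, siErk3 changed 111 to 146 genes in BSA and 84 to 168 in PA, and siMk5 changed 6 to 31 in BSA and 85 to 129 in PA. The shared genes numbered 0 to 7 in BSA and 2 to 6 in PA, and the interactions 0 to 24 for siErk3 and 24 to 67 for siMk5. In the fit with 0 shared genes in BSA, 560 had an unadjusted p-value under 0.05 and the same direction in both comparisons. Small log2 fold changes crossed 0: Mapk6 in siMk5 PA (-0.08 to 0.02), Mapkapk5 in siErk3 PA (-0.23 to 0.09) and Plin2 in siMk5 PA (-0.08 to 0.06). Medians ran in siErk3 BSA from -0.06 to 0.01 for the oxidative, -0.08 to -0.03 for the glycolytic and -0.02 to 0.02 for the respiratory chain list. The differentiation medians in siErk3 BSA ran from -0.02 to 0.07. In siMk5 BSA they ran from -0.12 to 0.07 for the interferon, -0.07 to -0.03 for the differentiation and -0.05 to 0.00 for the respiratory chain list. For the oxidative list they ran from -0.16 to -0.05 in siMk5 BSA and from 0.02 to 0.12 in siMk5 PA. In siErk3 PA they ran from -0.03 to 0.03 for the oxidative, -0.02 to 0.00 for the glycolytic and 0.00 to 0.03 for the respiratory chain list. In siMk5 PA the medians ran from 0.01 to 0.08 for the differentiation, -0.01 to 0.01 for the glycolytic and 0.01 to 0.03 for the respiratory chain list. In PA against BSA they ran from -0.22 to -0.19 for the oxidative and -0.12 to -0.06 for the respiratory chain list. In the interaction of siErk3 they ran from 0.00 to 0.06 for the oxidative, 0.01 to 0.09 for the glycolytic, -0.01 to 0.06 for the differentiation and 0.00 to 0.04 for the respiratory chain list.

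Some lists crossed the threshold when a library was left out. They no longer passed for glycolytic genes in siErk3 BSA without siErk3 replicate 2 (camera FDR = 0.168), in siMk5 BSA for differentiation genes without siNtc replicate 3 (0.0594) or siMk5 replicate 3 (0.0931) and for respiratory chain genes without siNtc replicate 2 (0.195), and in siMk5 PA for differentiation genes without siMk5 replicate 3 (0.0878) and respiratory chain genes without siNtc replicate 2 (0.181) or siMk5 replicate 3 (0.107). They came to pass for respiratory chain genes in siErk3 BSA without siNtc replicate 1 (lower, camera FDR = 0.00259), in siErk3 PA for oxidative genes without siErk3 replicate 2 (higher, 0.0172) or 3 (higher, 0.0119) and respiratory chain genes without siErk3 replicate 1 (higher, 0.0206), and for glycolytic genes in siMk5 PA without siMk5 replicate 3 (lower, 0.00748). In PA against BSA the oxidative and respiratory chain lists each failed in 3 of 6 fits. In the interaction of siErk3 the respiratory chain list failed in 4 of 12 fits and the glycolytic list in 1, and the oxidative list passed in 3 and the differentiation list in 4.

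The low counts of Mapkapk5, Smtnl2 and Cox8b limit how precisely their changes are known, and with 3 libraries per group only model-based tests can pass an FDR of 0.05.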

Differences from the paper's values

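No value computed here by the test set as the main one differed from the paper's by the criteria used (more than 1.5 times, or outside the replicate error for a fold change). The Venn diagrams of Fig. 5 show, read by eye, about 150 genes for siErk3 and about 16 for siMk5 in BSA (Fig. 5C), against 171 and 14 here, and about 84 and about 88 in PA (Fig. 5F), against 121 and 119. They show about 5 shared genes in BSA (Fig. 5C) and about 4 in PA (Fig. 5F), against 4 and 3 that changed in the same direction here. DESeq2, the paper's method, gave 158, 17, 110 and 111 genes and 5 and 4 shared genes. The replicate block also gave 5 and 4 shared genes. At least 10 counts in every library gave 84 and 86 genes in PA, but 3 and 2 shared genes. Only the libraries of the groups compared gave 86 genes in siErk3 PA and 4 shared genes in PA. DESeq2 without the genes changed in opposite directions gave 87 and 88 genes in PA, a setting chosen after seeing the values.

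Where directions are stated, some genes changed as stated and others did not. The paper states that loss of either kinase raised genes of oxidative fibers in BSA. Here Myh7 (0.51), Mybpc1 (0.46) and Smtnl2 (1.40) rose and Cox8b fell (-0.63) with siErk3, and with siMk5 Mb (-0.40) and Mybpc1 (-0.41) fell and Myh7 rose (0.39), as Fig. 5A and B also show. Cox8b with siErk3 and Mb and Mybpc1 with siMk5 each lost the call in 1 of the 6 fits without one library and kept their sign. Of the genes that rose, Smtnl2 with siErk3 lost it in 1 fit and Myh7 with siMk5 in 2. The oxidative list had medians of -0.04 and -0.09. The paper states that siErk3 in PA raised oxidative and lowered glycolytic genes. Here the oxidative genes Myh7 (0.38), Mybpc1 (0.50) and Smtnl2 (1.98) rose and the glycolytic gene Mylk2 fell (-0.44), as stated, while the oxidative gene Myl2 fell (-0.82) and the glycolytic gene Pvalb rose (0.59), as in Fig. 5D, and the list medians were 0.00 and -0.02. For siMk5 in PA, which the paper describes as comparable with fewer genes, Myl3 (0.92) and Myh4 (-0.43) changed as stated, and the oxidative and glycolytic lists had medians of 0.10 and 0.00. With siErk3 in PA, Mylk2 lost its call in 1 of the 6 fits without one library, Myh7 in 2 and Pvalb in 3. Myl3 and Myh4 with siMk5 in PA each lost theirs in 2. The text assigns phosphatidylinositol-bisphosphate processes to Mk5, while Fig. S4A shows them among genes lowered by siErk3 in BSA. For immune processes after Mk5 depletion the text gives no direction. Here the interferon list fell in PA (-0.92), while in BSA its median was 0.01 and it passed as lower in some alternatives (-0.22 with the 18S share as a covariate).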

Other observations

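The tests of the genes left out of the diagram, of GC content and of the 18S share on the axis described here, and of GC content in the first siNtc BSA library were chosen only after the result was seen.

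The number of other splits that gave results as large was counted for each comparison. With 3 libraries against 3, only 4 splits part all 3 same-numbered pairs, the real one included, and the other 6 of the 10 part 1 pair. As many genes came from 1 of the 4 splits for siErk3 BSA, siMk5 BSA, siMk5 PA and both comparisons of siErk3 with siMk5, and from 2 of the 4 for siErk3 PA. The largest count of any other of the 10 splits was 0 for siErk3 BSA (171 in the real one), 1 for siMk5 BSA (14), 0 for siMk5 PA (119), 1 and 17 for siErk3 against siMk5 in BSA and PA (128 and 224), and 161 for siErk3 PA (121). Exchanging replicate 3 between siErk3 PA and siNtc PA gave 161 genes, 9 of them also changed between the real groups, exchanging replicate 1 gave 44 and replicate 2 gave 1. Among label permutations within replicate number, 5 of 100 gave as many shared genes in BSA and 11 of 100 in PA, with up to 93 and 114 in other permutations, so the shared genes of the same direction were not set apart from such regroupings. A regrouping that places silenced libraries in the control group gives both comparisons a common difference, so these regroupings are no clean null. For the lists, a camera p as small came from 1 of 4 splits for the interferon list in siErk3 BSA, siErk3 PA and siMk5 PA, the oxidative list in siMk5 BSA, siErk3 PA and siMk5 PA, the glycolytic list in siMk5 BSA, the differentiation list in siErk3 BSA, siErk3 PA and siMk5 PA and the respiratory chain list in siMk5 PA. It came from 2 of 4 for the glycolytic list in siErk3 BSA and siMk5 PA and the differentiation and respiratory chain lists in siMk5 BSA, from 3 of 4 for the respiratory chain list in siErk3 BSA and siErk3 PA, and from 4 of 4 for the oxidative list in siErk3 BSA, the interferon list in siMk5 BSA and the glycolytic list in siErk3 PA.

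Within their groups, the 9 PA libraries spread along one axis that held 48% of their variance over 11587 genes. The positions were 8.6, 0.4 and -9 for siNtc replicates 1, 2 and 3, -12.9, 2 and 10.9 for siErk3 and -6.8, 0.8 and 6 for siMk5, so they ran with the replicate number, in the opposite order in siNtc. The weights of the genes on the axis ran against their response to PA (Spearman's rho = -0.67 across genes, which are not independent). A candidate explanation is that cultures differed in the strength of their response to palmitic acid, which might also account for the 161 genes of the exchange. Library depth (r = -0.13, permutation p = 0.9, rho = -0.07, p = 0.96, and r = 0.11 without the 2 libraries farthest out) and 18S share (r = 0.3, permutation p = 0.43, rho = 0.4, p = 0.33, and 0.02 without those 2) were compared over the 216 orders within groups, with a lowest adjusted p of 0.85 over 2 relations. With 9 libraries they cannot be ruled out. GC content did not follow the weights (rho = 0.08). No batch or plate position was given in the labels, so none was tested.

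The first siNtc BSA library, the shallowest of all, deviated from replicates 2 and 3 in a way that followed GC content (Spearman's rho = -0.55 across genes), which is consistent with a GC bias of that library. No biological explanation was tested.

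Fig. 5F shows fewer genes in PA than found here. A possible explanation is that genes changed in opposite directions were left out of the diagram. The DESeq2 totals without them differed by at most 3.6% from the numbers read from the figure. The values were known when this was tried.

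Plin2 mRNA did not pass the criteria in any silencing comparison. Its log2 fold changes were 0.07 and 0.11 with siErk3 and siMk5 in BSA and 0.16 and -0.01 in PA. The differentiation list of 18 genes had medians of 0.02 and -0.05 with siErk3 and siMk5 in BSA and 0.03 and 0.04 in PA (camera FDR = 0.00196, 0.00626, 1.36e-07 and 0.00184). With one library left out, its median in siErk3 BSA ran from -0.02 to 0.07. The list of 94 respiratory chain genes had medians of -0.01 and -0.02 in BSA and 0.02 and 0.02 in PA (camera FDR = 0.157, 0.000971, 0.151 and 0.0193).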
